# Single-cell RNA-sequencing of stria vascularis cells in the adult *Slc26a4*^-/-^ mouse

**DOI:** 10.1186/s12920-023-01549-0

**Published:** 2023-06-15

**Authors:** Jin-Young Koh, Corentin Affortit, Paul T. Ranum, Cody West, William D. Walls, Hidekane Yoshimura, Jian Q. Shao, Brian Mostaert, Richard J.H. Smith

**Keywords:** Single-cell RNA sequencing, Stria vascularis cell, Spindle cells, Hearing loss, *Slc26a4*, Pendred syndrome, DFNB4, Annexin A1

## Abstract

**Background:**

The primary pathological alterations of Pendred syndrome are endolymphatic pH acidification and luminal enlargement of the inner ear. However, the molecular contributions of specific cell types remain poorly characterized. Therefore, we aimed to identify pH regulators in pendrin-expressing cells that may contribute to the homeostasis of endolymph pH and define the cellular pathogenic mechanisms that contribute to the dysregulation of cochlear endolymph pH in *Slc26a4*^−/−^ mice.

**Methods:**

We used single-cell RNA sequencing to identify both *Slc26a4*-expressing cells and *Kcnj10*-expressing cells in wild-type (WT, *Slc26a4*^+/+^) and *Slc26a4*^−/−^ mice. Bioinformatic analysis of expression data confirmed marker genes defining the different cell types of the stria vascularis. In addition, specific findings were confirmed at the protein level by immunofluorescence.

**Results:**

We found that spindle cells, which express pendrin, contain extrinsic cellular components, a factor that enables cell-to-cell communication. In addition, the gene expression profile informed the pH of the spindle cells. Compared to WT, the transcriptional profiles in *Slc26a4*^−/−^ mice showed downregulation of extracellular exosome-related genes in spindle cells. Immunofluorescence studies in spindle cells of *Slc26a4*^−/−^ mice validated the increased expression of the exosome-related protein, annexin A1, and the clathrin-mediated endocytosis-related protein, adaptor protein 2.

**Conclusion:**

Overall, cell isolation of stria vascularis from WT and *Slc26a4*^−/−^ samples combined with cell type-specific transcriptomic analyses revealed pH-dependent alternations in spindle cells and intermediate cells, inspiring further studies into the dysfunctional role of stria vascularis cells in *SLC26A4*-related hearing loss.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12920-023-01549-0.

## Background

Pendred syndrome (PDS, OMIM #274,600) and nonsyndromic enlarged vestibular aqueduct (NSEVA/DFNB4, OMIM #600,791) are both associated with variants in *SLC26A4* [1, 2]. The former is the second most common type of autosomal recessive syndromic deafness, accounting for approximately 7.5% of genetic hearing loss in humans [3], while the latter is the most common radiological malformation associated with childhood sensorineural hearing loss (SNHL) [4]. PDS also manifests with euthyroid goiter in the thyroid gland [1, 2]. Although digenic inheritance is very rare (< 1%), the PDS and NSEVA/DFNB4 disease spectrum has also been reported as a consequence of compound heterozygosity of variants in *SLC26A4* with variants in *KCNJ10*, *FOXI1*, or *EPHA2* [5–7]. The hearing loss phenotype of the PDS and NSEVA/DFNB4 patient is fluctuating and progressive [1, 8, 9].

The *SLC26A4* gene encodes pendrin, an anion exchanger (such as I^−^, Cl^−^, and HCO_3_^−^) [10, 11] expressed in several tissues, including the thymus, kidney, and inner ear (cochlea, vestibular system, and endolymphatic sac [12]). In the inner ear, pendrin is expressed in the epithelial cells, transports bicarbonate (HCO_3_^−^) into the endolymph, and maintains endolymphatic pH homeostasis. Lack of pendrin in *Slc26a4*^−/−^ mice results in hearing loss, vestibular dysfunction, and abnormal morphology of the bony labyrinth including an enlarged vestibular aqueduct and a Mondini-like dysplasia (i.e., abnormal cochlear turn) [13]. Previous studies have shown that pendrin maintains endocochlear potential (EP) and endolymph pH, which are essential for endolymph homeostasis and normal auditory function [11, 14–16]. The underlying cellular and molecular mechanisms required to maintain EP and endolymph pH are largely unknown.

In general, endolymph pH is finely regulated by H^+^, HCO_3_^−^ [17], and carbonic anhydrases (CAs) [18]. In the cochlea, where the pH is about 7.5 [19], H^+^-ATPase is highly expressed in several endolymph-facing cells [20], but it is the Na^+^/H^+^ exchangers (NHEs), encoded by *Slc9a3*, that are known to transport H^+^ ions into the endolymph [21]. During inner ear development, cytosolic isozymes (*Car1*, *Car2*, *Car3*, and *Car13*) and membrane-bound isozymes (*Car12* and *Car14*) are more highly expressed than other isozymes of the carbonic anhydrase gene family [22]. However, cell-specific differences in CA expression are not known.

In the *Slc26a4*-insufficiency mouse model, degeneration of *Kcnj10*-expressing (intermediate) cells in the cochlear stria vascularis (SV) is observed in association with fluctuating hearing loss; no other abnormalities are detected in the cochlea [23]. Additionally, the early (P6) re-induction of *Slc26a4* reduces the fluctuation of hearing and increases pendrin expression in spindle cells of the SV [24]. These findings suggest that gene expression profiling at the single-cell level in cochlear SV, including intermediate and spindle cells, may provide further insight into the pathophysiology of PDS and NSEVA/DFNB4.

With that goal in mind, in this work we used single-cell RNA-sequencing (scRNA-seq) to define SV cell types and factors in regulating cochlear endolymph pH. We sought to identify changes in *Slc26a4*^−/−^ mice to clarify cellular and molecular mechanisms underlying *SLC26A4*-related hearing loss (Fig. S1). We found pH regulators in cochlear spindle cells (SCs) that may aid in maintaining endolymph homeostasis. In addition, we identified genes showing transcriptional perturbation in mutant animals when endolymph pH is reduced, thus establishing putative underlying cellular and molecular mechanisms of PDS and NSEVA/DFNB4.

## Methods

### Sample preparation

#### Animals

All mice were kept under temperature-controlled (22-23 °C), light-controlled (12-hour light cycle from 6 AM to 6 PM), and humidity-controlled (40-60%) conditions with free access to food and water. The Iowa Institutional Animal Care and Use Committee approved all work. Animals were euthanized before cochlear dissection and single-cell isolation according to American Veterinary Medical Association guidelines [25]. For scRNA-seq experiments, *Slc26a4*^+/−^ (n = 10), *Slc26a4*^−/−^ (n = 21), and *Slc26a4*^+/+^ mice (n = 55) on 129S6 (Taconic Biosciences) background were used. All mice were male and of postnatal (P) age (22–42 days).

#### Single-cell isolation

We isolated single cells from the murine cochlea following NIH guidelines for the care and use of laboratory animals [26, 27]. After euthanasia by CO_2_, the temporal bones were removed and placed into Dulbecco’s phosphate-buffered saline (DPBS, 14190144 Gibco). Here, we removed and opened the temporal bone under a dissecting microscope (M165FC; Leica Microsystems) to access the cochlear membranous labyrinth. Once the encapsulating bone was removed, we carefully removed the stria vascularis tissue from the lateral wall of the spiral ligament and incubated it for 5 min at 37 °C with collagenase from clostridium histolyticum (C5138; Sigma Aldrich) in solution at a working concentration of 0.3 mg/500µl. Cell dissociation was completed by gentle trituration. The resulting suspension was placed under an inverted microscope (DMI3000B; Leica Microsystems) equipped with 20x and 40x objectives and two 3D micromanipulators (MN-153; Narishige), each driving a pulled-glass micropipette attached to a nitrogen gas-powered Pico-Injector (PLI-100; Harvard Apparatus) to control aspiration pressure. The dissociated cells were examined under the inverted microscope and were aspirated into the first pulled-glass micropipette (FG-GBF150-86-10; Sutter Instrument) in a slow and controlled manner and then washed in fresh DPBS to remove residual collagenase solution and debris.

#### Full-length cDNA preparation

Each washed single-cell was immediately re-aspirated using a second clean pulled-glass micropipette and expelled into a 0.2-ml thin-walled PCR tube containing lysis buffer, 0.2% Triton X-100 (T9284; Sigma-Aldrich), 10 µM oligo-dT primer, 10 mM dNTP mix (18427013; Invitrogen), and 2 U µl^− 1^ RNase inhibitor (10777019 Invitrogen) [27, 28] (within under 30 min, if possible). Lysed cells were stored on ice in an individual 0.2-ml thin-walled PCR tube until the ongoing batch of isolations was completed.

Reverse transcription and PCR amplification were performed sequentially to generate complementary DNA (cDNA) libraries using the SMART-Seq2 protocol and Superscript III Reverse Transcriptase (18080093; Invitrogen). In addition, the number of PCR amplification cycles was increased from 22 to 25 to improve yields. After cDNA purification using Ampure XP beads (17022200 Beckman Coulter), cDNA quality was checked using the Agilent 2100 Bioanalyzer and high-sensitivity DNA chip kits (5067 − 4626; Agilent Technologies, Santa Clara, CA). As a result, all full-length cDNAs peaked at ~ 1.5–2 kb [27, 28].

### Library preparation and single-cell RNA-sequencing (scRNA-seq)

For Illumina sequencing library preparation, Nextera XT DNA sample preparation kits (15032354; Illumina), including Tn5 enzymes for tagmentation, were used together with Nextera XT index kits (15055294; Illumina) for multiplexing. Tagmentation and amplification of adaptor-ligated fragments were carried out using half-volume reactions. For tagmentation, the input DNA was 0.125 ng. The number of amplification cycles for adaptor-ligated fragments was 14. After the adaptor-ligated single-cell cDNA libraries were purified, single-cell cDNA libraries were run on the Agilent 2100 Bioanalyzer high-sensitivity DNA chips and combined in equimolar concentrations based on index balance. We ran four batches containing n = 69, 73, 75, and 81 cells, respectively (batch1: 69 cells, 120 nM, 444 µl; batch2: 73 cells, 30 nM, 393.61 µl; batch3: 75 cells, 25 nM, 185.27 µl; batch4: 81 cells, 54 nM, 284.33 µl). The concentration of pools was measured with the Qubit dsDNA HS Assay Kit (Q32854; Invitrogen) and Qubit 2.0 Fluorometer (Q32866; Invitrogen). Before sequencing, free primers were removed with AMPure XP beads (x2) (A63881; Beckman Coulter).

Pooled single-cell cDNA libraries were sequenced on a single lane of Illumina HiSeq 4000 systems with 150-bp Paired-End reads at the Genomics Division in the Iowa Institute of Human Genetics (IIHG).

### Bioinformatic analysis

#### scRNA-seq dataset of Illumina sequencing

After Illumina sequencing, raw sequences were exported, and fastq files were aligned to the mm10 transcriptome (GRCm38) with an index built using the Kallisto pseudo-aligner [29]. Next, normalized estimated counts and transcripts per kilobase million (TPM) were quantified for each cell’s transcript (n = 298) and converted to a genes per cell counts matrix file using a customized Python script.

The genes per counts matrix file was input into Seurat [30], an R package for single-cell analysis. To determine the quality of the scRNA-seq data, we ran the standard pre-processing steps in the Seurat, including quality control metrics, data normalization, scaling, and detecting highly variable features. We identified 2,000 highly variable genes to employ a dimensional reduction technique, a principal component analysis (PCA). We then calculated the linear dimensional reduction on the scaled data. The optimal principal components (PCs 1–4) were determined by examining both a strong enrichment of low p-value features and the percentage of cell (n = 172) variance in WT mice (n = 55).

#### Unbiased clustering of cells

The data for qualified cells underwent a global-scaling normalization method that normalized the gene expression measurements for individual cells by total expression. Data were then multiplied by a scale factor (10,000) to log transform the results. In this process, we identified 2,000 genes showing variable expression profiles. Prior to PCA, we performed a linear transformation (‘scaling’) using the ScaleData function in the Seurat R package. This function shifts the expression of each gene so the mean expression across the cell is zero. In addition, the expression of each gene was adjusted so that the variance across cells was 1. This step scaled downstream analysis so that highly expressed genes would not dominate.

A K-nearest neighbor (KNN) graph was constructed based on the Euclidean distance in PCA space using PCs 1–4. The KNN graph divided highly interconnected ‘quasi-cliques’ or ‘communities’ with edges drawn between cells with similar feature expression patterns. The KNN graph used nodes (n = 172) to refine the edge weights between any two cells based on the shared overlap in their local neighborhoods. We optimized the modularity through the Louvain algorithm. To determine how many PCs were needed, we visualized PCs using the JackStrawPlot function (Fig. S3A), ElbowPlot function (Fig. S3B), and the DimHeatmap function (Fig. 1D) in the Seurat R package.

**Fig. 1:**
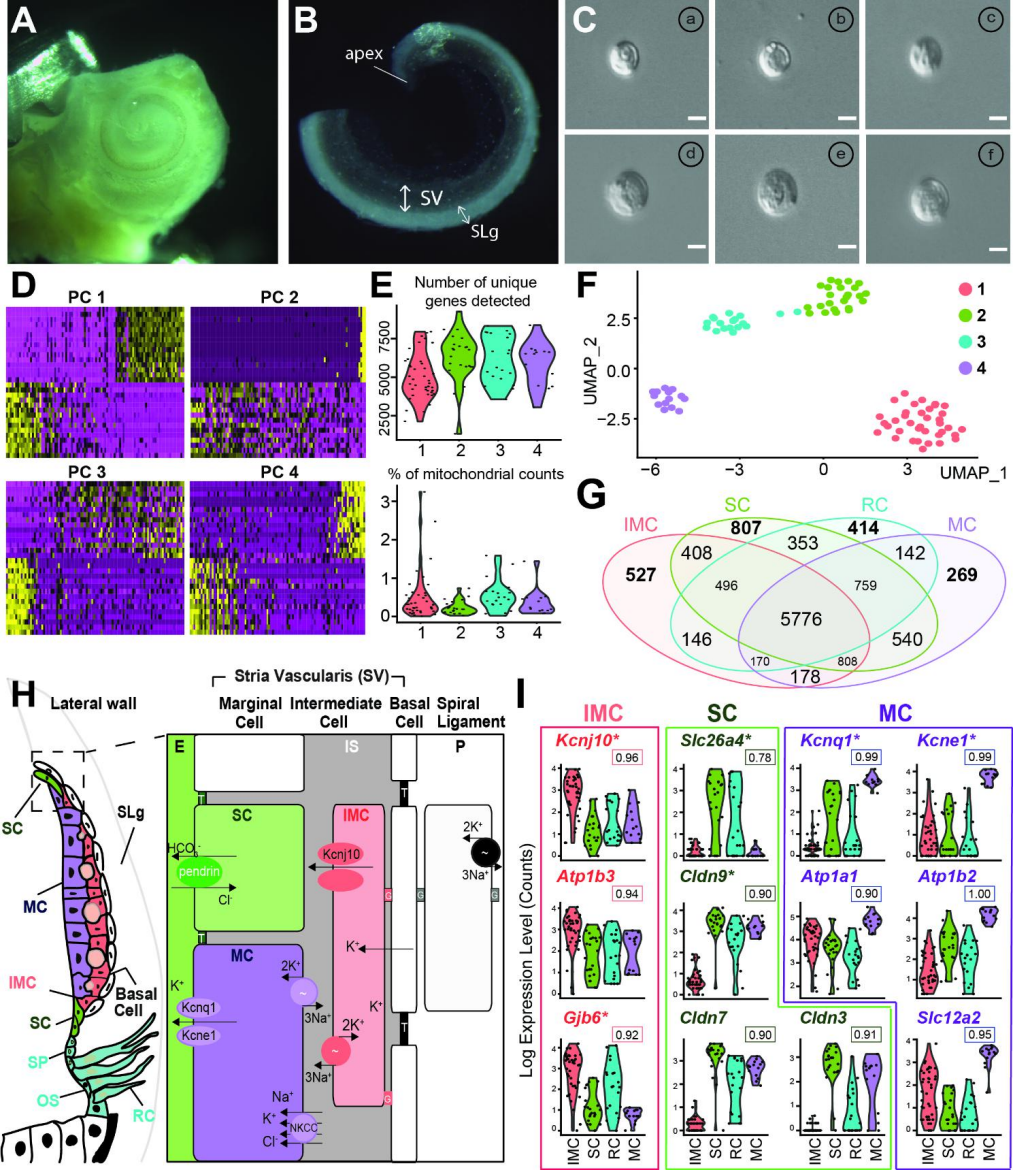
Single-cell isolation and unbiased clustering of the cochlear stria vascularis. **A-B**: The image shows mouse cochlea (A) and isolated stria vascularis (B). The bony labyrinth is opened at the apex to access the membranous labyrinth (SV, stria vascularis; SLg, spiral ligament). **C**: Representative picture of isolated single cells. Note: the varied morphology. (a), (b) and (c) are *Kcnj10*-expressing cells. (d), (e) and (f) are *Slc26a4*-expressing cells. Scale bar: 10 μm. **D**: Principal component analysis (PCA). Heatmaps of PCs 1–4 show differentially expressed genes. PCs 1–4 were later used for unbiased clustering. X-axis, cells; Y-axis, genes ordered by PCA score. **E**: Violin plot showing the number of unique genes detected per cell (top), and the percentage of mitochondrial counts (bottom) (group 1, pink; 2, green; 3, cyan; 4, purple). Each dot represents an individual cell. **F**: UMAP clustering displays four distinct clusters. **G**: Venn diagram showing the number of shared genes unique to each cell type. **H**: Schematic representation of the ion transporters and junctions in the cochlear SV. The marginal cell layer (spindle and marginal cells) expresses tight junctions (*Cldn9*, *Cldn7*, *Cldn3*). Between the marginal and basal cell layers is the intermediate cell (IMC) layer with K^+^ channels (*Kcnj10*), Na^+^/K^+^-ATPase (*Atp1b3*), and gap junctions (*Gjb6*). The marginal cell (MC) transports K^+^ into endolymph (E) using K^+^ channels (*Kcne1*/*Kcnq1*), Na^+^/K^+^-ATPase (*Atp1a1* and *Atp1b2*), and NKCC1 co-transporters (*Slc12a2*). The spindle cell (SC) expresses pendrin (*Slc26a4*) to maintain endolymph pH (G, gap junctions; OS, outer sulcus; RC, root cell; SLg, spiral ligament; SP, spiral prominence; T, tight junctions). **I**: Violin plots of ion transporters and junctions shown in (**H**). The ROC AUC score of each gene is indicated under the name of the gene. (*, deafness-causing genes, the complete list of deafness-causing genes is available in supplementary table S1)

We performed nonlinear dimensional reduction techniques to visualize the dataset (uniform manifold approximation and projection (UMAP)) [31]. To find differentially expressed genes of each cluster, we used a receiver operating characteristic (ROC) curve classifier for each group compared to all other clusters. The ROC curve was plotted by the true positive rate (sensitivity) against the false positive rate (1 - specificity). The area under a classifier’s ROC curve (AUC) was comparable to the probability that the classifier ranks a randomly selected positive instance higher than a randomly chosen negative instance. To visualize the cluster-defining genes in each group, genes were ordered by adjusted p-value based on Bonferroni correction using all genes in the dataset. Then, genes were ranked by log fold-change of the average expression among the groups.

#### Gene set enrichment analysis

To gain insights into the cellular components of SV cells, we leveraged an analytical method, Gene Set Enrichment Analysis (GSEA) [32]. To find Gene Ontology (GO) terms (Cellular Component, Molecular Function, Biological Process), we used the PANTHER classification system [33]. Fisher’s Exact test was used, and the correction was done by calculating the false discovery rate (FDR).

#### Cell type filtering

Of the total number of sequenced cells (n = 298) in four batches, 281 were SV cells, as a small number of auditory hair cells (n = 17) was included to check the sequencing quality in the first batch. Of these 281 cells, 172 cells were obtained from *Slc26a4*^+/+^ mice (n = 55), 40 from *Slc26a4*^−/−^ mice (n = 10), and 69 from *Slc26a4*^−/−^ mice (n = 21).

172 cells from *Slc26a4*^+/+^ mice (n = 55) were used for cell type identification. After unbiased cell clustering, we examined the total number of integrated SV cells (n = 281) to filter based on gene expression levels of cluster-defining genes. On this basis, 36 cells with low expression levels of cluster-defining genes were excluded. The total number of integrated SV cells, including cells from mutant mice, was 245.

### Differential expression analysis between genotypes

Of these 245 cells, 138 cells were obtained from WT mice (n = 55), 38 cells from *Slc26a4*^−/−^ mice (n = 10), and 69 cells from *Slc26a4*^-/-^ mice (n = 21). Differentially expressed (DE) genes were identified in intermediate cells (IMCs) and pendrin cells (PDCs) (spindle cells (SCs) and root cells (RCs)) using single-cell differential expression (SCDE) analysis [34]. The filtered number of SV cells (n = 245) were categorized by cluster-defining genes as IMCs, n = 131(WT n = 69, *Slc26a4*^−/−^ n = 23, and *Slc26a4*^-/-^ n = 39 cells, respectively) and PDCs, n = 89 (WT n = 51, *Slc26a4*^−/−^ n = 13, and *Slc26a4*^-/-^ n = 25 cells, respectively). 

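When the 281 cells were clustered together with the genes of the paper's claims and tables left out, 55 *Slc26a4*+/+, 21 *Slc26a4*+/- and 35 *Slc26a4*-/- cells were IMC-like, and 69 cells were SC-like or RC-like, 39 of *Slc26a4*+/+, 8 of *Slc26a4*+/- and 22 of *Slc26a4*-/- mice. These SC-like and RC-like cells are called pendrin cells here, as in the paper. No cell was removed by a filter before clustering. With the 17 cells of a cluster led by *Crhbp*, *Slc26a7* and *Vmo1* and given no cell type included, an alternative chosen after seeing the data, pendrin cells numbered 86, of which 50 were *Slc26a4*+/+, 12 *Slc26a4*+/- and 24 *Slc26a4*-/-.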

We compared genotypes within the same cell type after checking cluster-defining genes in each cell type using Seurat and manual filtering because cell difference was more significant than genotype difference. The estimated counts observed for each gene were modeled using a mixture of a negative binomial (NB) distribution (for the detected transcripts) and low-level Poisson distribution (for the background-level signal of genes that were not detected) [35]. These models were then used to identify strongly differentially expressed genes between groups of cells. After fitting error models, poor cells displayed abnormal fit (most commonly showing negative correlation) and were removed. To test for differential expression between groups of cells, 2-tailed p-values were adjusted to control for FDR; genes with FDR < 0.05 were considered significant. The log2 fold expression difference value was reported as a maximum likelihood estimate (mle), with 95% lower bound (lb) and upper bound (ub) of the log2 fold expression difference value, and as a p-value.

### Tissue section preparation for immunofluorescence staining

After euthanasia, the cochlea and kidney were quickly fixed in 4% paraformaldehyde (15710; Electron Microscopy Sciences) for 1 h. Kidney tissues were submerged sequentially in 10%, 20%, and 30% sucrose. Next, tissues were put in the tissue-tek optimum cutting temperature (OCT) compound (4583; Sakura Finetek) and immediately frozen in liquid nitrogen. Sections were prepared using a Leica Microtome RM2135 (Leica, Germany). Cochlea tissues were decalcified for 48 h and then cryopreserved by progressive incubation from a solution of 20% sucrose to pure OCT. Tissues were embedded in fresh OCT and stored at -80 °C before sectioning using a Leica Microtome RM2135 (Leica, Germany).

### Immunofluorescence staining

Frozen cochlear sections were blocked and permeabilized with a 30% normal donkey serum solution and 0.3% Triton X-100 in 1X PBS. Immunocytochemistry was performed in cochlear transversal cryostat sections from WT and *Slc26a4*^−/−^ mice aged one month. Primary antibodies were incubated overnight in 1% normal donkey serum solution and 0.1% Triton X-100 in 1X PBS. Cochlear samples were immunostained with anti-AP2mu (1:150, Thermo Fisher Scientific Cat# MA5-35066, RRID: AB_2848971), anti-KCNJ10 (1:150, Alomone Labs Cat# APC-035, RRID: AB_2040120), anti-ANXA1-488 (1:250, Abcam, Cat#ab225513), anti-carbonic anhydrase 13 primary rabbit antibody (1:100, Proteintech Cat# 16696-1-AP, RRID: AB_1850972), and anti-Pendrin (1:100, #2842). Alexa Fluor 488 and 568 (Thermo Fisher Scientific Cat#A-21202, RRID: AB-141607; #A-21206, RRID: AB-2535792; #A-10037, RRID: AB-2534013; and #A-10042, RRID: AB-2757564) were used as a secondary antibody at a 1:1000 concentration for 2 h at room temperature. Filamentous actin was labeled with phalloidin conjugated to Alexa 568 at a 1:200 concentration for 2 h.

Frozen kidney sections were permeabilized with 0.2% Triton X-100 and blocked with 5% normal goat serum. Kidney sections were fixed in 2% paraformaldehyde for 15 min and blocked with 5% normal goat serum before overnight incubation with anti-carbonic anhydrase 2 primary rabbit antibody (1:100, Abcam Cat#ab182611) in 1X PBS. Alexa Fluor 647, labeled anti-rabbit IgG, was used as a secondary antibody.

Mounting was performed using ProLong Diamond mounting medium with DAPI (Life Technologies). Images of the cochlea and kidney sections were collected at 10x-63x on Zeiss LSM 980 confocal microscope (Zeiss, Germany). ZEISS ZEN 3.3 and ImageJ [36] software were used.

## Results

### Identification of cells that are causally related to the Pendred syndrome

SV cell types were collected from WT mice to identify cells expressing the deafness-associated genes (*Slc26a4* and *Kcnj10*) of PDS and NSEVA/DFNB4. The SV was detached from the cochlea (Fig. 1A-B) to collect single cells and individual cells were harvested using the pulled-glass micropipette technique, as previously reported [26, 27]. 

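Profiles of 281 cells harvested in this way were analysed, 172 from *Slc26a4*+/+ mice, 40 from *Slc26a4*+/- mice and 69 from *Slc26a4*-/- mice. Each profile is the poly-adenylated RNA of a single cell, copied into cDNA, amplified by PCR and sequenced, with no molecular identifiers. Cells were picked singly under a microscope, so no doublet caller was run. The sample labels gave ages from P22 to P44, with 6 *Slc26a4*-/- cells at P44, whereas the methods give 22 to 42 days. Run dates gave 4 sequencing batches, as many as the paper states. Batch 1 held 52 *Slc26a4*+/+ cells and 1 *Slc26a4*-/- cell, batch 2 held 26 *Slc26a4*+/+ and 46 *Slc26a4*-/- cells, batch 3 held 75 *Slc26a4*+/+ cells alone, and batch 4 held 19 *Slc26a4*+/+, 40 *Slc26a4*+/- and 22 *Slc26a4*-/- cells. No mouse was named for any cell, so each genotype counted as 1 sample and values are means over cells. A comparison with the sessions of collection as samples was run only as an alternative chosen after seeing the data. The authors assigned reads to the mouse transcriptome (GRCm38) with Kallisto and deposited estimated counts per gene for 47752 genes, together with TPM per transcript. Estimated counts per cell ranged from 1848 to 5452520 in *Slc26a4*+/+ cells, with a median of 1166720. They ranged from 467483 to 7932729 in *Slc26a4*+/- cells (median 2221967) and from 198085 to 5111599 in *Slc26a4*-/- cells (median 1226474). Fewer than 100000 counts were held by 20 *Slc26a4*+/+ cells and by no cell of the other genotypes. Counts were scaled to CPM, the counts of a gene relative to the total of its cell. Clusters were built with Seurat from variable genes, leaving out the genes named in the paper's claims and every gene of Tables S17-S20. A cluster was called IMC-like, SC-like, RC-like or MC-like where at least 80% of its cells scored highest for a list of other marker genes of that cell type, and was left unnamed where they did not. The choices that could change the values were the cells clustered together, the number of PCs, the resolution, the level at which a gene counted as expressed and the batches compared. All intervals are exact (Clopper-Pearson) 95% binomial intervals and cover counting error only, since PCR copies are not independent molecules.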

From single cells, poly-adenylated mRNAs are reversed transcribed and amplified using Smart-Seq2 [28].

Most SV cells were round and had similar morphology, although cell size varied (Fig. 1C and S2A-D). Because of morphological similarity, we used an unbiased clustering technique to distinguish cell types. When correlated with morphology, we found that IMCs were smaller than other cell types (Fig. S2E). Specifically, the radius of IMCs (9. 52 ± 0.23 μm) was significantly smaller than the radius of SCs (10. 26 ± 0.28 μm; p = 0.043) and MCs (10. 47 ± 0.21 μm; p = 0.0033). No significant difference was found with any other pairings (Fig. S2E).

### Unbiased clustering

We completed PCA to decide which principal components (PCs) to use for clustering. The optimal number, 1–4, was determined by examining the low p-value and enrichment of genes associated with cochlear SV cells (Fig. 1D). The resultant UMAP clusters showed that cells fell into four groups (Fig. 1F). 

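With 4 PCs and a resolution of 0.8, the 172 *Slc26a4*+/+ cells also fell into 4 clusters, of 66, 48, 41 and 17 cells. The cluster of 41 was IMC-like and the cluster of 17 RC-like, and in both every cell scored highest for that cell type. The other clusters had no single cell type and stayed unnamed. In the cluster of 48 cells, 60.4% scored highest for SCs, and in the cluster of 66 cells, 59.1% scored highest for IMCs. By their marker scores, 2 of the 4 cell types thus received a cluster of their own from *Slc26a4*+/+ cells alone. This number was 0 at a resolution of 0.4 and 4 at a resolution of 1.2. If the leading genes of a cluster also count, as they did for the clusters of all cells, the cluster of 17 loses its name, and 1 cell type was named at a resolution of 0.8 and 3 at 1.2. When the 281 cells of all genotypes were clustered together with 10 PCs, 6 clusters formed, of which 4 were named. The largest was IMC-like, and the others held 35 RC-like, 34 SC-like and 21 MC-like cells. They included 55 IMC-like, 16 RC-like, 23 SC-like and 14 MC-like *Slc26a4*+/+ cells. The cluster of 48 *Slc26a4*+/+ cells held all 23 of these SC-like cells, 13 of the 14 MC-like cells and 1 RC-like cell. The remaining clusters were unnamed. One of 63 cells took 30.8% of *Slc26a4*+/+ cells (24.0 to 38.3), 12.5% of *Slc26a4*+/- cells (4.19 to 26.8) and 7.25% of *Slc26a4*-/- cells (2.40 to 16.1), and was led by *Slc4a1*, *Fcnb*, *Mpo* and *Camp*. One of 17 cells, led by *Crhbp*, *Slc26a7* and *Vmo1*, took 6.40% (3.24 to 11.2), 10.0% (2.79 to 23.7) and 2.90% (0.353 to 10.1). Of the cells in named clusters, all but 3 had the same cell type by the marker score of the single cell, and the 2 highest scores lay within 0.25 of each other in 33 of the 281 cells. Values by cell type are given for the named clusters of the 281 cells. That alternative had been set beforehand, but it was taken for this purpose after the clusters of *Slc26a4*+/+ cells alone had been seen.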

To check the quality, we examined the number of uniquely detected genes and the percentage of mitochondrial reads that map to the mitochondrial genome from each group (Fig. 1E). Low-quality dying cells have very few genes and a high percentage reads mapping to mitochondrial genes [37]. Our cell collection detected between 2,500 and 10,000 unique genes and less than 3% mitochondrial counts in most cells (Fig. 1E). These findings suggest that cell quality was excellent. 

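Counting a gene as detected from an estimated count of 1, the 281 cells held between 1334 and 9986 genes, with a median of 6055. Between 2500 and 10000 genes were found in 97.51% of cells (interval 94.93 to 98.99), and the other 7 cells lay below this range. Mitochondrial genes took less than 3% of the counts in all but 2 cells (99.3%, interval 97.45 to 99.91), with a median of 0.216% and a maximum of 3.24%.  Genes per cell followed depth. The median was 4437 in batch 1, 5573 in batch 2, 6302 in batch 3 and 7959 in batch 4, whose median counts per cell were 291155, 682407, 1388120 and 2346920. Counting only genes with 10 or more counts moved the median most, to 3539. By genotype, the medians were 5726 genes in *Slc26a4*+/+, 7649 in *Slc26a4*+/- and 6124 in *Slc26a4*-/- cells. After every cell was thinned to 100000 counts, which left out the 20 shallower *Slc26a4*+/+ cells, they were 3814, 4216 and 4542. The thinned medians of batches 1 to 4 were 3287, 3752, 4120 and 4542. The order of the batches thus remained at equal depth, so depth was not its whole cause. Genotypes differed between the batches, however. In *Slc26a4*+/+ cells alone the thinned medians of batches 1 to 4 were 3283, 3312, 4120 and 4015. Batch 4 thus no longer led, and its *Slc26a4*+/- and *Slc26a4*-/- cells had thinned medians of 4216 and 5660.

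**Figure D1:**
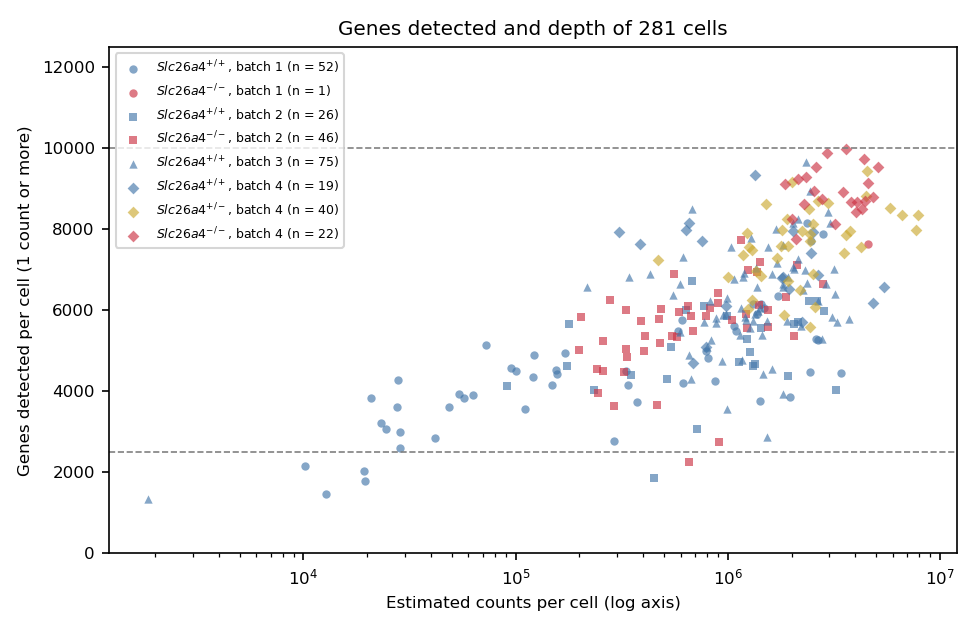
Genes detected per cell (y axis) against estimated counts per cell (x axis, log scale), with 1 point per cell, coloured by genotype and shaped by sequencing batch. Dashed lines mark 2500 and 10000 genes. Of the 7 cells below the lower line, 5 held fewer than 100000 counts, and batch 4, with a median of 7959 genes, sits at the upper right.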

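Counts of expressed genes depend on the level required, which the text does not name. Requiring a mean of 10 CPM over the *Slc26a4*+/+ cells of a cell type, 11390 genes were expressed in at least 1 of the 4 cell types and 5732 in all of them. In a single cell type, 544 genes were expressed in IMC-like, 490 in SC-like and 663 in RC-like cells, which was 4.78%, 4.30% and 5.82% of the expressed genes, and 2.05% were expressed in MC-like cells alone. These shares depended on the rule. The last was 6.39% (491 genes) when a gene had to be detected in 50% of the cells of a type, and that of RC-like cells was 10.4% with a limit of 50 CPM. When 14 cells were drawn from every cell type, as the median of 100 draws, 578 genes were expressed in IMC-like, 544 in SC-like and 730 in RC-like cells alone.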

Next, we quantified the uniquely expressed genes (IMC; 527, SCs; 807, RC; 414, MC; 269) and commonly expressed genes for each cell type. We observed that SC and MC have the highest similarity, with 540 genes expressed in common (Fig. 1G), likely reflecting that both MCs and SCs are anatomically marginal layer cells (Fig. 1H). In addition, we found that many genes are expressed in common in SCs and RCs, both of which express *Slc26a4*. However, perhaps surprisingly, the number of shared genes is higher between SCs and IMCs (408) than between SCs and RCs (353).

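With the limit of 10 CPM, 200 genes were expressed in SC-like and MC-like cells and in no other cell type, 1.76% of the expressed genes. The other pairs shared 3.72% (IMC-like and SC-like), 3.11% (SC-like and RC-like), 2.84% (IMC-like and RC-like), 1.81% (IMC-like and MC-like) and 1.19% (RC-like and MC-like). For SC-like and MC-like cells, the share was 0.815% with a limit of 1 CPM, 1.34% with 5 CPM, 3.18% with 50 CPM and 2.45% with cell types drawn to the same size. In none of these settings, nor with TPM or shares of cells with detection, was this pair the largest.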

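The order of these pairs depended on the rule. With 424 against 354 genes, IMC-like and SC-like cells shared more than SC-like and RC-like cells at 10 CPM, as they did at 1 CPM (429 against 334), at 5 CPM (384 against 356) and with TPM (391 against 330). They shared a smaller part of the expressed genes at 50 CPM (3.88% against 5.42%), with detection in 25% of cells (2.01% against 2.59%) or 50% of cells (1.73% against 3.25%), and when 14 cells were drawn from each cell type (2.88% against 3.79%).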

### Transcriptional profiling of cochlear SV cells

The SV is composed of three cell types based on anatomical features: (i) marginal cells (MCs), (ii) intermediate cells (IMCs), and (iii) basal cells (BCs) (Fig. 1H). The MCs are at the marginal layer of the SV, which acts as a barrier with the endolymph. The IMCs are between the MCs and BCs.

#### Known ion transporters and junctions of SV cells

IMCs are essential for maintaining endolymph homeostasis, including EP generation [38] and K^+^ recycling [15, 17, 39], functions critical for hearing. 

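In *Slc26a4*+/+ cells, the mean of *Kcnj10* was 3373 CPM in IMC-like cells, against 66.1 in SC-like, 230.9 in RC-like and 93.6 in MC-like cells. The area under the ROC curve (AUC) was taken against the other cells in named clusters, with 1 for separation without error. It left out the unnamed clusters, which held 53 and 11 *Slc26a4*+/+ cells, and was 0.999 for *Kcnj10* in IMC-like cells. With the cell type of every *Slc26a4*+/+ cell from its marker score, the AUC of *Kcnj10* was 0.982. *Atp1b3* reached 2956 CPM in IMC-like cells and at most 402 CPM in the others (AUC 0.984). *Gjb6* reached 3445 CPM in IMC-like cells, with 657 CPM in RC-like cells as the next level (AUC 0.985). The log2 difference of *Kcnj10* from the next cell type was 3.86. Of the 8 other settings, comparing the clusters of *Slc26a4*+/+ cells alone moved it most, to 1.02, as some IMC-like cells lay in an unnamed cluster there.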

We identified in IMCs high expression of K^+^ channels (*Kcnj10*), Na^+^/K^+^-ATPase (*Atp1b3*), and gap junction 6 (*Gjb6*) genes, as has been previously reported [39–41]. These ion transporters maintain homeostasis of cochlear fluids, including endolymph and fluid in the intrastrial space (Fig. 1I). SCs highly express tight junctions (*Cldn9*, *Cldn7*, *Cldn3*) (Fig. 1I). 

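Claudin RNA was high in SC-like cells but not confined to them. *Cldn9* had a mean of 2099 CPM in SC-like, 1580 in RC-like, 1089 in MC-like and 16.9 in IMC-like cells (AUC of SC-like cells 0.900). *Cldn7* had means of 1378, 548, 500 and 5.62 CPM in the same order (AUC 0.920) and *Cldn3* of 512, 112, 309 and 1.46 CPM (AUC 0.912). The log2 differences of *Cldn9* (0.41) and *Cldn3* (0.73) from the next cell type were within their SD between batches (0.74 and 2.43).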

MCs are well-known ion-transporting cells [42] that express Kcnq1/Kcne1 K^+^ channels [43], Na^+^/K^+^-ATPase (*Atp1b2*, *Atp1a1*) [44, 45], and NKCC1 co-transporters (*Slc12a2*) [46] (Fig. 1H). 

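Of these transporters, *Kcnq1* had a mean of 2372 CPM in MC-like cells and at most 252.9 CPM in the others, and *Kcne1* had 4361 CPM and at most 222.3 CPM (AUC 0.995 and 0.999). With cell types from the marker score, the AUC of *Kcnq1* was 0.725. *Atp1b2* reached 11475 CPM in MC-like cells and 1027 CPM in SC-like cells, the next level. *Slc12a2* was at 1812 CPM in MC-like, 412 in IMC-like, 24.2 in SC-like and 32.0 in RC-like cells.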

Our data corroborate these findings (Fig. 1I). In addition, as previously reported, pendrin encoded by *Slc26a4*, is expressed only SCs and RCs (Fig. 1H-I) [20, 24, 47–49].

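*Slc26a4* lies on the minus strand of chromosome 12 (GRCm38, 31519827 to 31559969), and 1 transcript of 3075 bases was quantified. In *Slc26a4*+/+ cells its mean was 912 CPM in SC-like, 1050 in RC-like, 0.953 in IMC-like and 0.328 in MC-like cells. At least 10 counts were found in 17 of 23 SC-like and 9 of 16 RC-like cells, but in 0 of 55 IMC-like and 0 of 14 MC-like cells. A single count was less specific. It was found in 82.6% of SC-like (interval 61.2 to 95.1), 75.0% of RC-like (47.6 to 92.7), 52.7% of IMC-like (38.8 to 66.4) and 35.7% of MC-like cells. After thinning, these shares were 76.2%, 60.0%, 5.45% and 0%, and RNA from other cells was not excluded as the source of the single counts in IMC-like and MC-like cells. The unnamed cluster of *Slc26a4*+/+ cells led by *Crhbp* held *Slc26a4* as well, with a mean of 334 CPM and at least 10 counts in 8 of 11 cells.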

#### Deafness-associated genes

To compile a list of deafness-associated genes in SV cells, we compared the transcriptome of our scRNA-seq datasets with our OtoSCOPE (otologic sequence capture of pathogenic exons) [50] database. Violin plots show gene expressions for known deafness-associated genes in SV cells (Fig. 1I). Table S1 contains a complete list of deafness-associated genes categorized by hearing loss phenotype: Online mendelian inheritance in man (OMIM) ID, cell type, and mode of inheritance. In addition, we identified potentially novel deafness-associated genes *Mpzl2* in IMCs and *Tbx1* in MCs along with the known deafness-associated genes in IMCs (*Kcnj10*, *Met*, *Mitf*, *Gjb6*, *Ednrb*, and *Gjb2* [48, 51–57]) and in MCs (*Kcnq1*, *Esrrb*, *Kcne1*, *Lrp2*, *Slc22a4*, and *Hgf* [51, 52, 58–63]).

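*Mpzl2* had a mean of 3676 CPM in IMC-like cells and 796 CPM in RC-like cells, the next level (AUC 0.967). *Tbx1* was highest in MC-like cells (377 CPM) but nearly as high in SC-like cells (309 CPM), a log2 difference of 0.29 against an SD between batches of 1.39. With cell types from the marker score it was not highest in MC-like cells (-0.55). Among the listed genes of IMCs not described above, *Met* reached 2524 CPM in IMC-like cells (AUC 0.985), *Mitf* 774 CPM (0.970), *Ednrb* 1201 CPM (0.991) and *Gjb2* 525 CPM (0.917), and each was higher there than in the other 3 cell types. In MC-like cells, *Esrrb* reached 1619 CPM (AUC 0.989), *Lrp2* 24872 CPM (0.999), *Slc22a4* 339 CPM (0.906) and *Hgf* 180 CPM (0.863), each above the other cell types. The log2 differences from the next cell type were within the SD between batches for *Gjb2* (1.19, SD 1.39) and *Hgf* (1.17, SD 4.12), and fell to 0.27 for *Gjb2* in the clusters of *Slc26a4*+/+ cells alone and to 0.15 for *Hgf* without batch 3. *Lrp2* was at 3387 CPM in SC-like cells as well. Over the 41 genes examined here that the paper places in a cell type by their part in ion transport, pH control or deafness or as markers of its clusters, 39 had their highest mean in that type, 9 of them by a difference within the SD between batches. Of 11 further genes that the paper names as changed in 1 of these types, all but *Gpx3*, which was highest in MC-like cells (5736 CPM against 4326 CPM in SC-like cells), were highest in the type named. Under the other settings this number lay between 25, by the share of cells with any count, and 40, without batch 1.

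**Figure D2:**
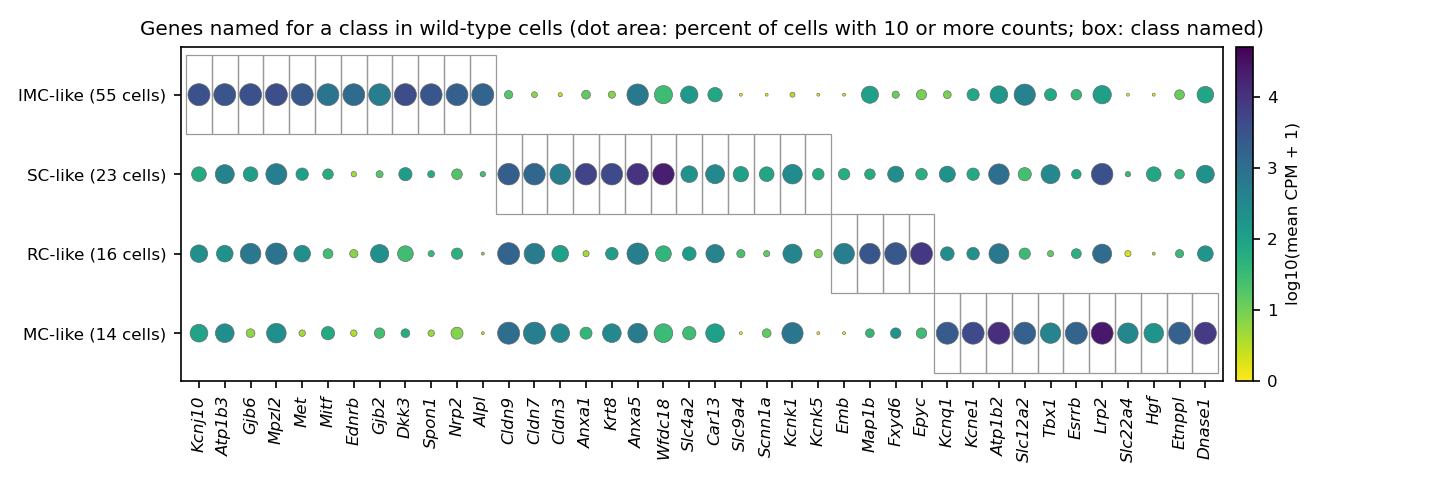
Mean expression in *Slc26a4*+/+ cells of genes that the paper places in a cell type, with 1 column per gene (x axis) and 1 line per cell type (y axis). The colour is log10 of the mean CPM + 1, the dot area is the percent of cells with at least 10 counts, and a box marks the cell type named by the paper. The box holds the highest mean for every gene drawn except *Kcnk1* and *Car13*.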

#### Characteristics of cochlear SV cells are identified using scRNA-seq

We used a ROC curve classifier to characterize the three distinct cell types in cochlear SV cells to find cluster-defining genes, as we have reported previously [27]. Tables S2-S5 show the cluster-defining genes for each cell type ranked by the AUC value. The heatmap of the cluster-defining genes is shown in Fig. 2A. Marker genes in SV cells (*Kcnj10* and *Nrp2* in IMC, *Axna1* in SC, *Epyc* in RC, and *Kcnq1* in MC) [51, 52] were among our cluster-defining genes (Fig. 2B-F).

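In the classification of *Slc26a4*+/+ cells, *Nrp2* had a mean of 1945 CPM in IMC-like cells (AUC 0.983). *Anxa1* had a mean of 5714 CPM in SC-like cells and at most 37.6 CPM in the other cell types, with an AUC of 1.000. *Epyc* reached 8524 CPM in RC-like cells (AUC 0.999). With cell types from the marker score, the AUC was 0.969 for *Nrp2*, 0.874 for *Anxa1* and 0.755 for *Epyc*. None of these genes took part in the clustering. The clusters of the 172 *Slc26a4*+/+ cells alone gave the same placement as far as they were named. All 12 of the genes placed in IMCs were highest in the IMC-like cluster and all 4 placed in RCs in the cluster of 17 cells called RC-like by its marker scores, and 22 of the 25 genes placed in SCs or MCs were highest in the cluster that joined both.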

**Fig. 2:**
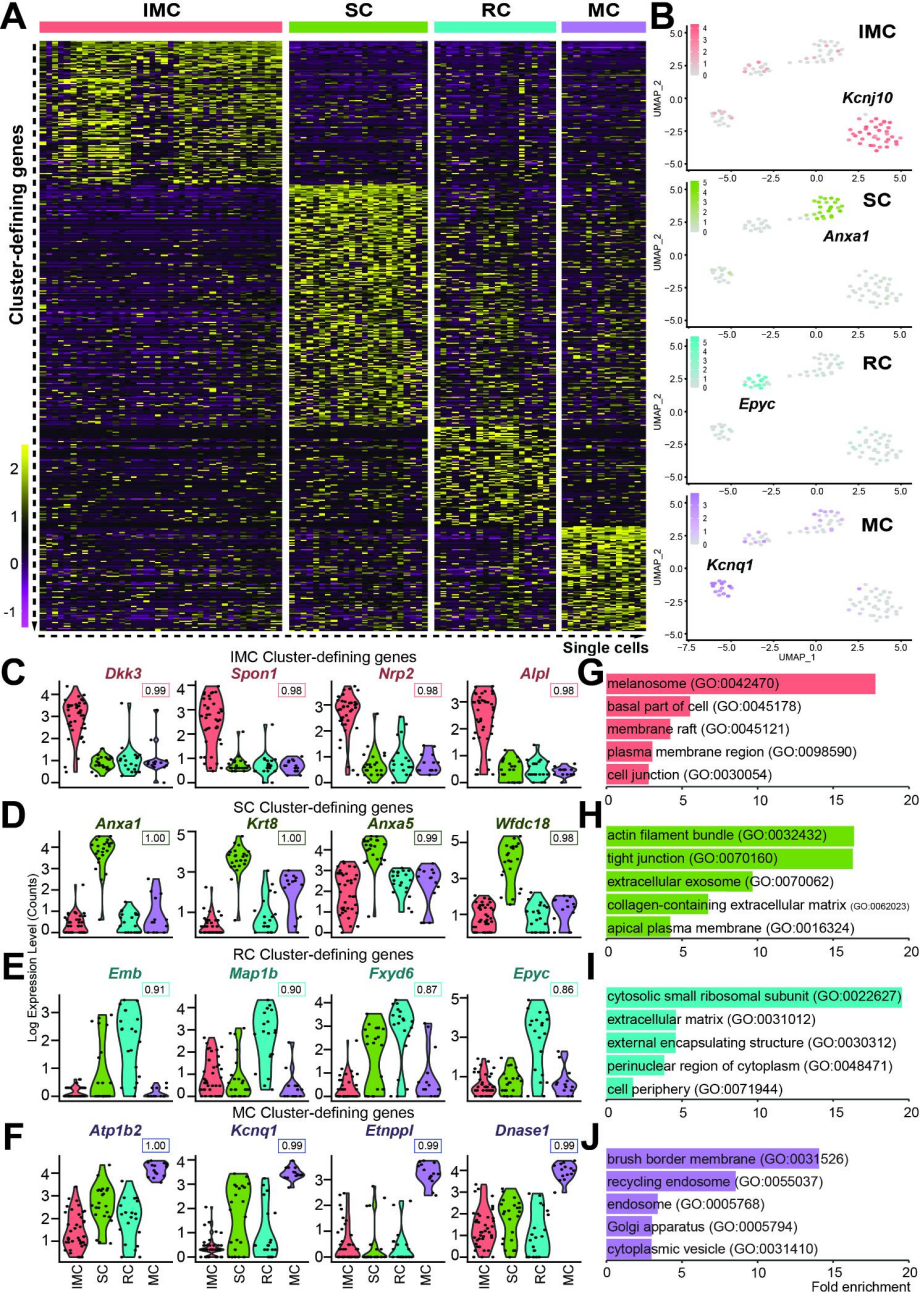
Cluster-defining genes of the stria vascularis cells, including canonical marker genes. **A**: Heatmap showing cluster-defining genes in intermediate cells (IMC), spindle cells (SC), root cells (RC), and marginal cells (MC) of the stria vascularis. Each cell group’s cluster-defining genes are ranked by ROC AUC score. **B**: The feature plot of each cell type show the expression of marker genes (IMC, *Kcnj10*; SC, *Anxa1*; RC, *Epyc*; MC, *Kcnq1*). **C-F**: Violin plots of the cluster-defining genes, including canonical marker genes. IMC (*Dkk3*, *Spon1*, *Nrp2*, *Alpl*); SC (*Anxa1*, *Krt8*, *Anxa5*, *Wdc18*); RC (*Emb*, *Map1b*, *Fxyd6*, *Epyc*); MC (*Atp1b2*, *Kcnq1*, *Etnppl*, *Dnase1*). The ROC AUC score of each gene is indicated under the name of the gene. **G-J**: Selected enriched Gene Ontology (GO) terms in the IMC (G), SC (H), RC (I), and MC (J). The melanosome, plasma membrane, membrane raft, and cell junction genes are enriched in the IMC; the SC expresses components of the extracellular exosome, the extracellular matrix is enriched in the RC, and the recycling endosome and Golgi apparatus are enriched in the MC (IMC, pink; SC, green; RC, cyan; MC, purple). The complete list of GO terms is available in supplementary tables S6-16

We used GO-term analysis to identify the cellular components of SV cells. The cellular components of IMCs were the melanosome (GO:0042470), basal part of cell (GO:0045178), and membrane raft (GO:0045121) (Fig. 2G). MCs had intracellular components such as the brush border membrane (GO:0031526), recycling endosome (GO:0055037), endosome (GO:0005768), Golgi apparatus (GO:0005794), and cytoplasmic vesicle (GO:0031410) (Fig. 2J). In SCs and RCs, we identified components of the extracellular matrix (GO:0031012; in RCs) or extracellular exosome (GO:0070062; in SCs) (Fig. 2H-I). Exosomes are small vesicles (30–150 nm) that facilitate cell-to-cell communication by carrying cargo such as cytosolic proteins, lipids, and nucleic acids [64, 65]. Biological processes and molecular functions are listed in the supplementary tables (Tables S5-S16).

### Pendrin and other pH regulators in spindle cells of the cochlear SV

SV cells provide endolymphatic homeostasis. However, endolymph pH regulators are mainly unknown compared to ion channels involved in EP maintenance. Here, we identified the Cl^−^/HCO_3_^−^ exchanger gene (*Slc4a2*); carbonic anhydrase gene (*Car13*); Na^+^/H^+^ exchanger gene (*Slc9a4*); and epithelial Na^+^ channel (*Scnn1a*) in SCs (Fig. 3A-B). Together, these pH regulators maintain endolymphatic pH at 7.5. In addition, this specific pH also may regulate the two-pore-domain K^+^ channel (TWIK), which may be a direct source of endolymph K^+^(Fig. 3A-B). These data suggest that SCs maintain endolymph pH homeostasis using pendrin, other ion channels, and pH regulators.

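In *Slc26a4*+/+ cells, *Slc9a4* had a mean of 100.2 CPM in SC-like, 23.3 in RC-like, 0.073 in IMC-like and 0.0486 in MC-like cells (AUC of SC-like cells 0.774), and *Scnn1a* had 87.2, 12.9, 0.0865 and 13.2 CPM (0.724). Their log2 differences from the next cell type, 2.06 and 2.64, were within the SD between batches (2.21 and 3.04), and that of *Scnn1a* was 0.0387 with cell types from the marker score. *Slc4a2* differed little, with 183.2 CPM in SC-like, 131.1 in RC-like, 145.5 in IMC-like and 26.7 in MC-like cells. Its AUC was 0.541, close to the value of 0.5 that no separation gives, and its log2 difference of 0.33 from IMC-like cells was within the SD between batches (1.95). *Car13* had a mean of 306 CPM in SC-like cells, below the 380 CPM of RC-like cells, and 77.2 and 110 CPM in IMC-like and MC-like cells. Its AUC was 0.721 for SC-like and 0.677 for RC-like cells.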

**Fig. 3:**
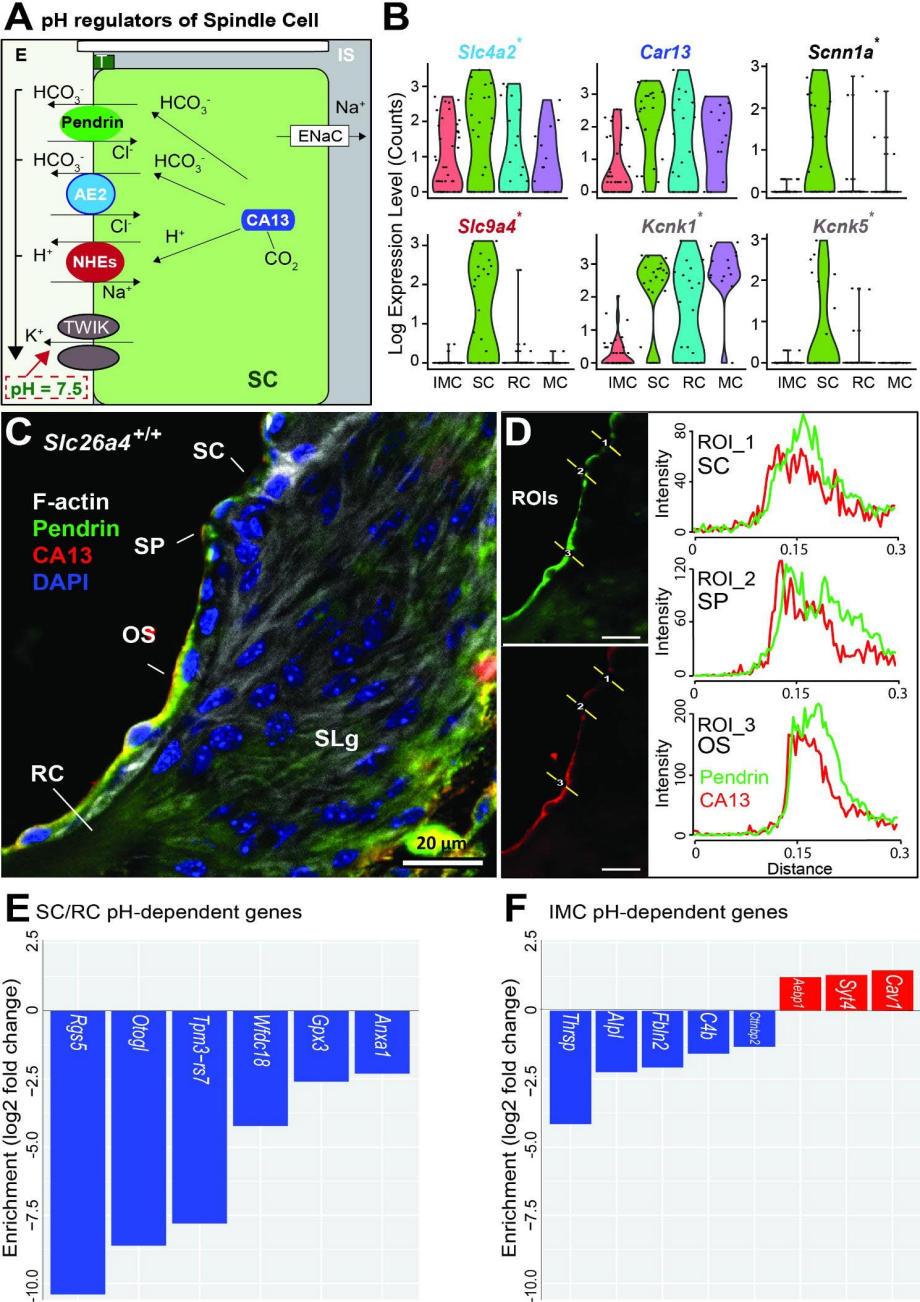
pH regulators of the spindle cell and cell-type-specific pH-dependent genes. **A**: Schematic model of pH regulation in the SC. The SC isolates the endolymph (E) from the intrastrial space (IS). Endolymph pH (7.5) is maintained by pendrin (Cl^−^/HCO_3_^−^) and by AE2, NHEs, ENac across the apical membrane of the SC, together with carbonic anhydrase (CA13) (AE2, anion exchanger 2; ENac, Epithelial Na^+^ channel; NHEs, Na^+^/H^+^ exchangers; TWIK, two-pore-domain K^+^ channel; T, tight junction). **B**: Violin plot showing the gene expression of pH regulators, including anion exchangers (*Slc4a2*), Na^+^/H^+^ exchanger (*Slc9a4*), carbonic anhydrase (*Car13*) (* indicates novel findings with pendrin expression). **C-D**: Colocalization of pendrin and intracellular carbonic anhydrase 13 in the inner ear. **C**: Representative confocal images of transversal cochlea section showing the colocalization of pendrin (green) and CA13 (red). The high magnification shows the colocalization in the SC, SP, and OS (OS, outer sulcus; RC, root cells; SC, spindle cells; SLg, spiral ligament; SP, spiral prominence; blue, nuclei; grey, F-actin). **D**: Diagram showing the line analysis (Y-axis, fluorescence intensity; X-axis, distance along the region of interest (ROI); SC; SP; OS). **E**: Bar plots of pH-dependent downregulated (blue) genes in SC/RC from *Slc26a4*^−/−^ mice compared to *Slc26a4*^+/+^ mice. Note: One gene (*Otogl*) is highly expressed in RC; the other five genes are expressed in SC. **F**: Bar plot of downregulated (blue) and upregulated (red) genes in the IMC from *Slc26a4*^−/−^ mice compared to *Slc26a4*^+/+^ mice. Note: These genes are highly expressed in IMC.

#### Colocalization of pendrin and intracellular carbonic anhydrase (CAs)

We hypothesized that intracellular carbonic anhydrases (CAs), rather than membrane-bound CAs, are potential binding partners of pendrin. To confirm the co-expression of pendrin and intracellular CA at the protein level, we performed an immunostaining experiment using both cochlea and kidney and documented colocalization of pendrin and CA13 in both the cochlea (Fig. 3C-D and S4A-B) and the kidney (Fig. S4C-D).

### pH-dependent differentially expressed genes

#### Differentially expressed genes in a cell type-specific manner

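The targeted gene was read before any other in the comparison of genotypes. Pendrin cells had a mean of 969 CPM of *Slc26a4* in 39 *Slc26a4*+/+ cells, 554 CPM in 8 *Slc26a4*+/- cells and 793 CPM in 22 cells labelled *Slc26a4*-/-. A count was found in 79.5% (interval 63.5 to 90.7), 87.5% (47.4 to 99.7) and 63.6% (40.7 to 82.8) of them, and at least 10 counts in 26, 4 and 11 cells. After thinning, the shares were 69.4%, 50.0% and 54.5%. Of the cells labelled *Slc26a4*-/-, the 13 RC-like cells had a mean of 1222 CPM and the 9 SC-like cells 174.05 CPM. Within batch 4, the 7 RC-like cells labelled *Slc26a4*-/- had a mean of 1898 CPM, and 5 of them held 3304 to 12023 counts, against a mean of 754 CPM in the 5 RC-like *Slc26a4*+/+ cells. Within batch 2, pendrin cells labelled *Slc26a4*-/- had a mean of 277.8 CPM and the 3 *Slc26a4*+/+ cells 1749 CPM. IMC-like cells labelled *Slc26a4*-/- had a mean of 2.20 CPM. The amount of *Slc26a4* RNA thus did not separate the labels, and every direction given between genotypes rests on the labels alone. The estimated counts are for the whole transcript and do not tell an intact transcript from one of a disrupted gene.

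**Figure D3:**
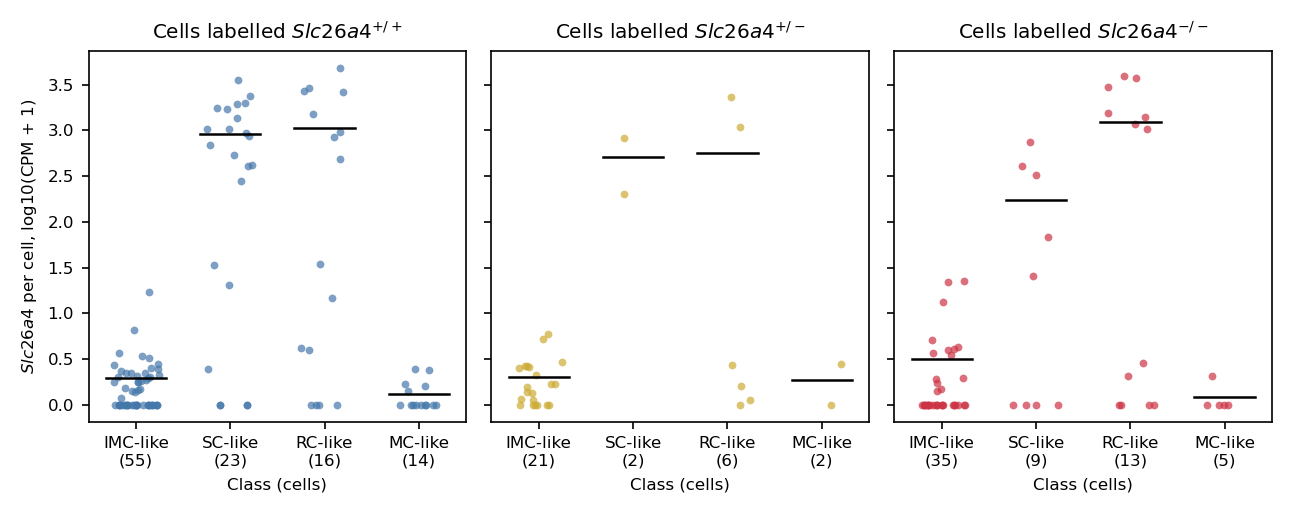
*Slc26a4* per cell as log10 of CPM + 1 (y axis) by cell type (x axis), in 1 panel per genotype label, with 1 point per cell and a black line at the mean CPM. SC-like and RC-like cells hold it in every panel, with a mean of 1222 CPM in RC-like cells labelled *Slc26a4*-/-.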

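For pendrin cells, the log2 ratio of the mean CPM + 1 of 22 cells labelled *Slc26a4*-/- to 39 *Slc26a4*+/+ cells was taken for each gene. Of the genes of Table S17, 120 could be compared by name, and 99 of them (82.5%) were lower in cells labelled *Slc26a4*-/-, against 55.7% of all expressed genes. The direction was that of the table for all but 1 of the 120 (99.2%, interval 95.4 to 100.0). The genes listed as higher in *Slc26a4*+/+ that could be set beside random lists (99) had a median log2 ratio of -3.96, below all of 10000 random lists of genes of like expression, whose medians lay between -0.64 and 0.06 (95% range). The table was made from these same cells, so this is not independent evidence. Within batch 2 the direction of the table held for 54.2% of genes, the lowest share of all settings, where only 3 *Slc26a4*+/+ pendrin cells could be compared with 15 cells labelled *Slc26a4*-/- and 77 of the genes were under 1 CPM in *Slc26a4*+/+ cells. Within batch 4, 88.3% had the direction of the table (7 against 8 cells), and 79.2% (70.8 to 86.0) in RC-like cells alone. SC-like and RC-like cells were mixed differently, since all 9 SC-like cells labelled *Slc26a4*-/- were in batch 2. By size alone, among genes with a mean of at least 20 CPM in either genotype and the same direction in batches 2 and 4, *Rgs5*, *P4ha3*, *Gstm1*, *Kcne1* and *Dkk2* had the lowest log2 ratios, from -10.28 to -6.30. *Mmp28*, *Pcsk5*, *Pcdhga4*, *H2-T24* and *Muc1* had the highest. *Mmp28*, *Pcdhga4* and *Muc1* had no count in *Slc26a4*+/+ pendrin cells. Set against a floor of 3 counts over the group, the ratio was 982 for *Mmp28*, 623 for *Pcdhga4* and 292.5 for *Muc1*. These are ratios of reads. As PCR copies are not independent molecules, they are no lower bounds on the difference between genotypes. Each of these genes had 10 or more counts in 4 of 22 cells, against 0 of 39 *Slc26a4*+/+ cells. *Pcsk5* rose from 0.276 to 79.2 CPM and *H2-T24* from 0.146 to 59.7 CPM.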

We identified 121 differentially expressed genes in SCs of *Slc26a4*^+/+^ vs. *Slc26a4*^−/−^ mice (Table S17), with most genes being downregulated in the *Slc26a4*^−/−^ mouse (83% downregulated and 17% upregulated; FDR < 0.05, a mixture of a negative binomial and low-level Poisson test). There were 151 transcripts significantly altered by the loss of *Slc26a4* in IMCs (Table S18). Differential expression showed a 66% decrease and a 34% increase (FDR < 0.05, mixture of a negative binomial and low-level Poisson test) in *Slc26a4*^−/−^.

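In IMC-like cells (35 labelled *Slc26a4*-/- and 55 *Slc26a4*+/+), all 151 genes of the table had its direction in the log2 ratio of mean CPM + 1, and 100 of them (66.2%) were lower in cells labelled *Slc26a4*-/-. The 100 lower genes had a median log2 ratio of -3.13, and the 51 higher genes of 3.21. Random lists of like expression gave -0.39 to 0.07 (95% range) for the former, and both medians lay outside all 10000 lists. Within batch 2 (23 against 10 cells) 94.04% of the genes had the direction of the table (interval 89.0 to 97.2) and within batch 4 (12 against 7 cells) 96.03% (91.6 to 98.5). By size, *Ptgis*, *Cyp46a1*, *Bglap*, *BC002163* and *4930523C07Rik* were lowest, at log2 ratios from -5.92 to -4.99. *Cyp46a1* and *Bglap* had no count in cells labelled *Slc26a4*-/-. Set against a floor of 3 counts over the group, the ratio of reads was 975 for *Cyp46a1* and 1148 for *Bglap*. PCR copies are not independent molecules, so these ratios are no lower bounds on the difference. Of the 55 *Slc26a4*+/+ cells, 17 held 10 counts of *Cyp46a1* and only 2 held 10 counts of *Bglap*. *Gm13394*, *Taf4b*, *Postn*, *Cyp26a1* and *Pcdhb15* were highest, at 5.62 to 7.31. *Gm13394*, with a mean of 0.551 CPM in *Slc26a4*+/+ cells and 245 CPM in cells labelled *Slc26a4*-/-, is annotated as a processed pseudogene, and its counts could include reads of a near-identical gene. The same holds for *BC002163*.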

pH-dependent genes show differences only in *Slc26a4*^+/+^ vs. *Slc26a4*^−/−^ mice (excluding differences between *Slc26a4*^+/+^ and *Slc26a4*^+/−^ mice) and included 112 genes from SCs and 133 genes from IMCs (Table S19-S20). 

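Tables S17 and S19 shared 9 genes, which leaves 112 of those in Table S17, and Tables S18 and S20 shared 18, which leaves 133. Tables S19 and S20 are titled as comparisons of *Slc26a4*+/+ with *Slc26a4*+/- mice. The *Slc26a4*+/- cells were all in batch 4. In 8 *Slc26a4*+/- against 39 *Slc26a4*+/+ pendrin cells, all but 1 of the genes of Table S19 had the direction of the table (99.25%), and 97.8% were lower in *Slc26a4*+/- cells. In IMC-like cells (21 against 55), all genes of Table S20 had its direction, and 92.6% were lower. Within batch 4 the shares with the direction of the table were 92.5% in pendrin cells (8 against 8) and 83.0% in IMC-like cells (21 against 7). The difference between the ratios of the *Slc26a4*+/- and labelled *Slc26a4*-/- cells was not tested. The paper reasons that the genes changed in *Slc26a4*-/- but not in *Slc26a4*+/- mice, in which endolymph pH is maintained, depend on pH.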

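In pendrin cells, the mean of *Anxa1* was 3371 CPM in *Slc26a4*+/+ cells and 440 CPM in cells labelled *Slc26a4*-/-, a log2 ratio of -2.93. *Gpx3* went from 2728 to 253.6 CPM (-3.42), *Wfdc18* from 11930 to 253.99 CPM (-5.55), *Otogl* from 252.5 to 3.10 CPM (-5.95) and *Rgs5* from 2317 to 0.860 CPM (-10.28). *Tpm3-rs7*, a copy of a tropomyosin gene whose reads could be shared with that gene, went from 156.8 to 1.21 CPM (-6.16). Its decrease was not confined to pendrin cells, and Table S18 lists *Tpm3-rs7* as well. In IMC-like cells it went from 43.3 to 0.471 CPM and in MC-like cells from 55.0 to 1.32 CPM. Within batch 4, the log2 ratios were -10.71 for *Anxa1*, -8.16 for *Gpx3*, -10.01 for *Wfdc18*, -5.60 for *Tpm3-rs7*, -5.90 for *Otogl* and -10.57 for *Rgs5*, but the 7 cells labelled *Slc26a4*-/- were all RC-like there and 3 of the 8 *Slc26a4*+/+ cells SC-like. Within batch 2, they were -3.12, -1.65, -5.20, 1.15, -4.54 and -11.04 in the same order, so that *Tpm3-rs7*, at 0 CPM in the 3 *Slc26a4*+/+ cells, went the other way. In SC-like cells alone, *Anxa1* fell by 2.41 on the log2 scale, and in RC-like cells alone *Otogl* had a ratio of -6.62. Between the sessions in which *Slc26a4*+/+ cells were collected, the SD of log2 values was 0.99 for *Anxa1* in SC-like cells (12 sessions) and 4.38 for *Otogl* in RC-like cells (11 sessions). With both cell types joined, this SD within cell types was 1.26 for *Anxa1*, 3.76 for *Gpx3* and 2.93 for *Wfdc18*. It was 3.32 for *Tpm3-rs7*, 3.27 for *Otogl* and 3.38 for *Rgs5*. The ratio over all batches exceeded it for all but *Gpx3*. The SD between *Slc26a4*+/+ ages, used below for IMC-like cells, also takes in different mixtures of SC-like and RC-like cells. It was 6.14 for *Anxa1*, 4.44 for *Gpx3* and 6.22 for *Wfdc18*, more than the size of their ratios. For *Tpm3-rs7* (2.53), *Otogl* (4.03) and *Rgs5* (5.20) it was less. In the 8 *Slc26a4*+/- cells, the log2 ratios to *Slc26a4*+/+ were -1.47 for *Anxa1*, -0.78 for *Gpx3*, -0.46 for *Wfdc18*, -0.83 for *Tpm3-rs7*, 1.30 for *Otogl* and -4.16 for *Rgs5*. Of these *Slc26a4*+/- cells, 2 were SC-like, against 23 of the 39 *Slc26a4*+/+ cells, and in SC-like cells alone the log2 ratio was -0.23 for *Anxa1* and -2.93 for *Rgs5*.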

Six pH-dependent downregulated genes (*Anxa1*, *Gpx3*, *Wfdc18*, *Tpm3-rs7*, *Otogl*, and *Rgs5*) were identified in PDCs (Fig. 3E). Five pH-dependent downregulated genes (*Cttnbp2, C4b, Fbln2, Alpl*, and *Thrsp*) and three upregulated genes (*Aebp1*, *Syt4*, and *Cav1*) were identified in IMCs (Fig. 3F). 

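In IMC-like cells, *Cttnbp2* had a mean of 580 CPM in *Slc26a4*+/+ cells and 198.2 CPM in cells labelled *Slc26a4*-/-, a log2 ratio of -1.54. *C4b* went from 362 to 85.8 CPM (-2.06), *Fbln2* from 392 to 54.9 CPM (-2.81), *Alpl* from 1567 to 331 CPM (-2.24) and *Thrsp* from 815 to 63.8 CPM (-3.65). *Aebp1* went from 1009 to 2547 CPM (1.34), *Syt4* from 875 to 1474 CPM (0.75) and *Cav1* from 226.1 to 655 CPM (1.53). All 8 kept their direction within batch 2 and within batch 4. With sessions of collection as samples and batch as a term, an alternative chosen after seeing the data, *C4b* did not (0.23), and *Cttnbp2* was at -0.58. Within batch 2 the ratios ran from -4.18 (*Thrsp*) to 2.56 (*Syt4*), and within batch 4 from -3.16 to 3.84 for the same genes. The SD between *Slc26a4*+/+ ages was 0.59 for *Cttnbp2*, 1.37 for *C4b*, 0.80 for *Fbln2*, 0.47 for *Alpl*, 0.56 for *Thrsp*, 0.79 for *Aebp1*, 1.62 for *Syt4* and 2.30 for *Cav1*. The ratio exceeded it for all but *Syt4* and *Cav1*. In the 21 *Slc26a4*+/- cells, the ratios to *Slc26a4*+/+ were -1.35 for *Cttnbp2*, -1.24 for *C4b*, -0.19 for *Fbln2*, 0.40 for *Alpl*, -0.60 for *Thrsp*, -0.47 for *Aebp1*, -0.71 for *Syt4* and 0.41 for *Cav1*. For *Cttnbp2* the value in *Slc26a4*+/- cells (227.1 CPM) was thus close to that in cells labelled *Slc26a4*-/-.

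**Figure D4:**
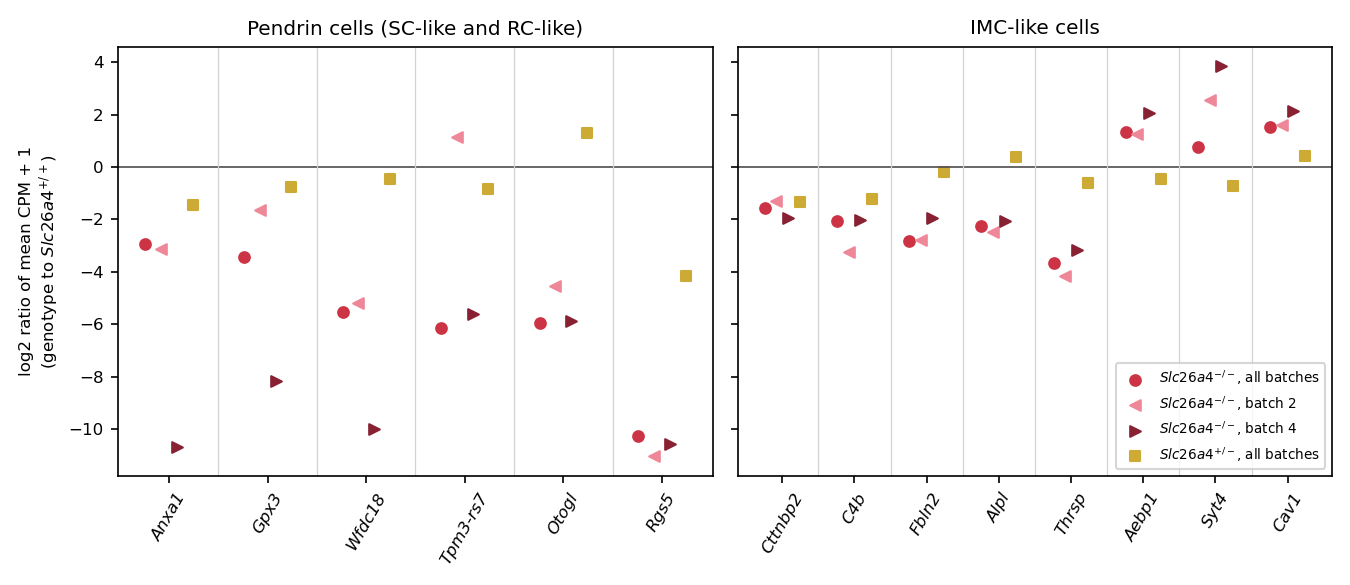
Log2 ratio of mean CPM + 1 to *Slc26a4*+/+ cells (y axis) for the genes (x axis) named in pendrin cells (left) and IMC-like cells (right). Symbols give cells labelled *Slc26a4*-/- of all batches, of batch 2 and of batch 4, and *Slc26a4*+/- cells. *Tpm3-rs7* crosses 0 in batch 2 (1.15), and *Rgs5* in *Slc26a4*+/- cells lies at -4.16.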

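Among the genes lower in cells labelled *Slc26a4*-/-, the AUC in *Slc26a4*+/+ cells, which tells how well a gene marks its own cell type and not how much it changed, was highest for *Anxa1* in SC-like cells, at 1.000. With cell types from the marker score it was 0.874 for *Anxa1*, below *Alpl* (0.986), *Cttnbp2* (0.923) and *Thrsp* (0.909). With cell types from the named clusters again, the AUC was 0.988 for *Wfdc18*, 0.912 for *Rgs5*, 0.850 for *Gpx3* and 0.760 for *Tpm3-rs7* in SC-like cells. It was 0.845 for *Otogl* in RC-like cells. *Gpx3* had a higher AUC in MC-like cells (0.912). In IMC-like cells it was 0.998 for *Alpl*, 0.970 for *Cttnbp2*, 0.936 for *Thrsp*, 0.857 for *C4b* and 0.829 for *Fbln2*. Of the genes higher in cells labelled *Slc26a4*-/-, *Aebp1* had 0.918, *Syt4* 0.893 and *Cav1* 0.812.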

When rank-ordered by AUC score to confirm protein expression, *Anxa1* (1.000) in SCs and *Alpl* (0.976) in IMCs were ranked first for pH-dependent downregulated genes by AUC (Fig. 4A). As previously published [52], ANXA1 and pendrin are co-expressed in SCs and SP of *Slc26a4*^+/+^ mice (Fig. 4B and D). In *Slc26a4*-deficient mice, the intensity of ANXA1 was not significantly changed in SCs (Fig. 4D-E); pendrin was absent, as expected and previously reported [14, 48].

**Fig. 4:**
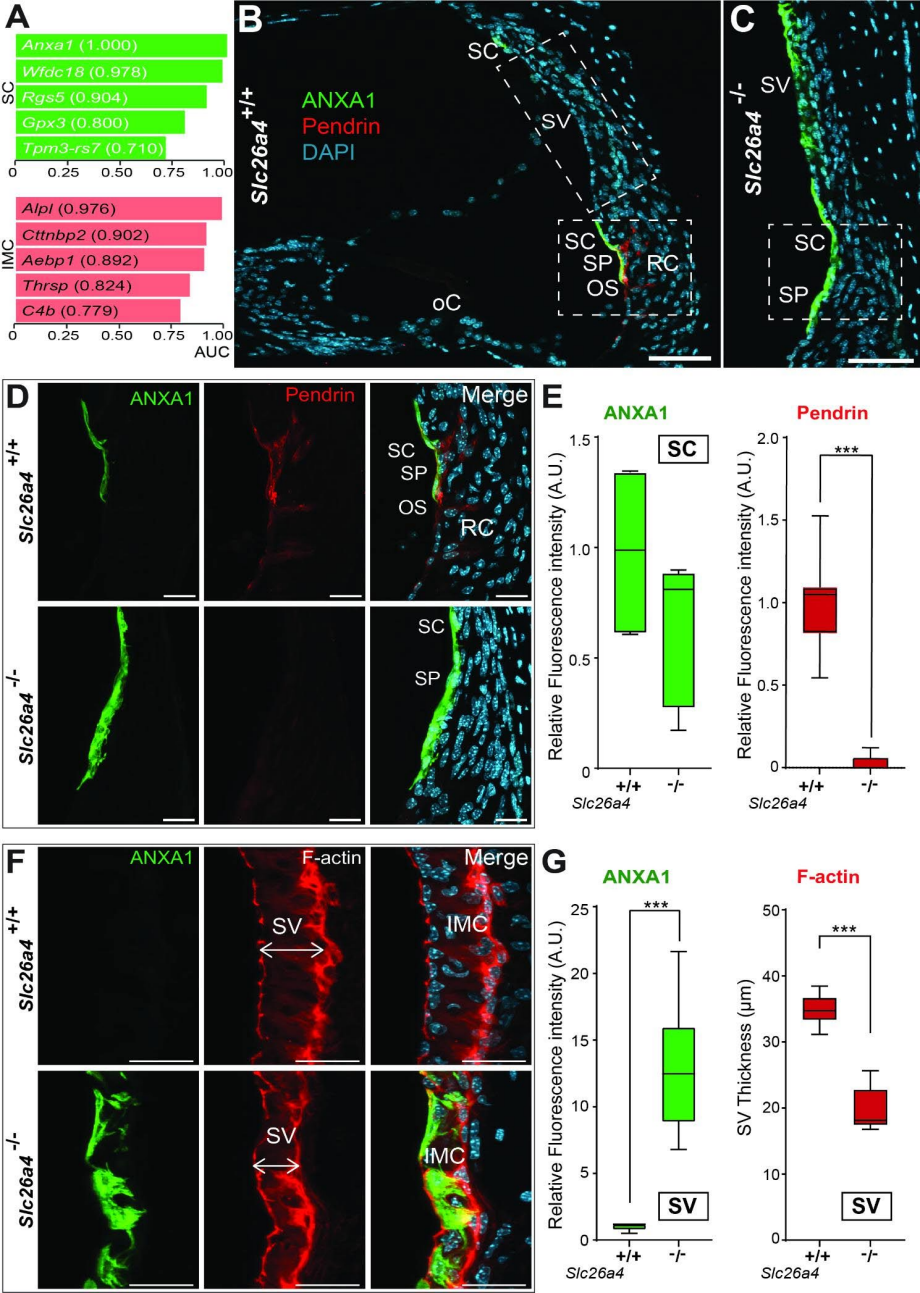
Alteration of annexin A1 localization in the stria vascularis of the *Slc26a4* mice. **A**: Rank-ordered pH-dependent genes based on ROC AUC score. **B-C**: Representative images showing cochlea section with ANXA1 (green), pendrin (red), and nuclei (cyan). Scale bar: 50 μm. (oC, organ of Corti; OS, outer sulcus; RC, root cells; SC, spindle cells; SP, spiral prominence; SV, stria vascularis). **D**: High magnification of B-C. Note: In *Slc26a4*^+/+^ mice, ANXA1 expression co-localizes with pendrin in the apical membranes of the SC. In contrast, in *Slc26a4*^−/−^ mice, without pendrin expression, the area of the ANXA1 positive cells is expanded. Scale bar: 20 μm. **E**: Box plot showing the relative fluorescence intensity of pendrin and ANXA1 in SCs. (***, p < 0.0005). In *Slc26a4*^−/−^ mice, pendrin is absent. Note: No significant difference in ANXA1 intensity was observed between *Slc26a4*^+/+^ and *Slc26a4*^−/−^ mice. **F**: High magnification of images of the SV area represented in B-C. ANXA1 (green), F-actin (red), and nuclei (cyan). SV thickness of *Slc26a4*^+/+^ and *Slc26a4*^−/−^ measured at the widest portion (site of measurement, ↔). Scale bar: 20 μm. **G**: Box plot showing the relative fluorescence intensity of ANXA1 in SV cells and SV thickness (***, p < 0.0005). Note: ANXA1 is absent in the SV of *Slc26a4*^+/+^ mice but is present in *Slc26a4*^−/−^ mice. These results may reflect the alteration of the exocytosis signaling pathway

### Cellular changes lacking pendrin (***Slc26a4***)

#### Increased annexin A1 and adaptor protein 2 expression in Slc26a4^−/−^ mice

Interestingly, in *Slc26a4*^−/−^ mice, the expression of ANXA1 was found in the SC, IMCs and MCs (Fig. 4B-C F). These findings support our hypothesis that the translocation of ANXA1 from SCs to IMCs and MCs occurs through exosomes. In addition, the post-translational modification of ANXA1 allows translocation and secretion to other cell types, such as IMCs (Fig. 4B-C and F-G).

**Fig.5:**
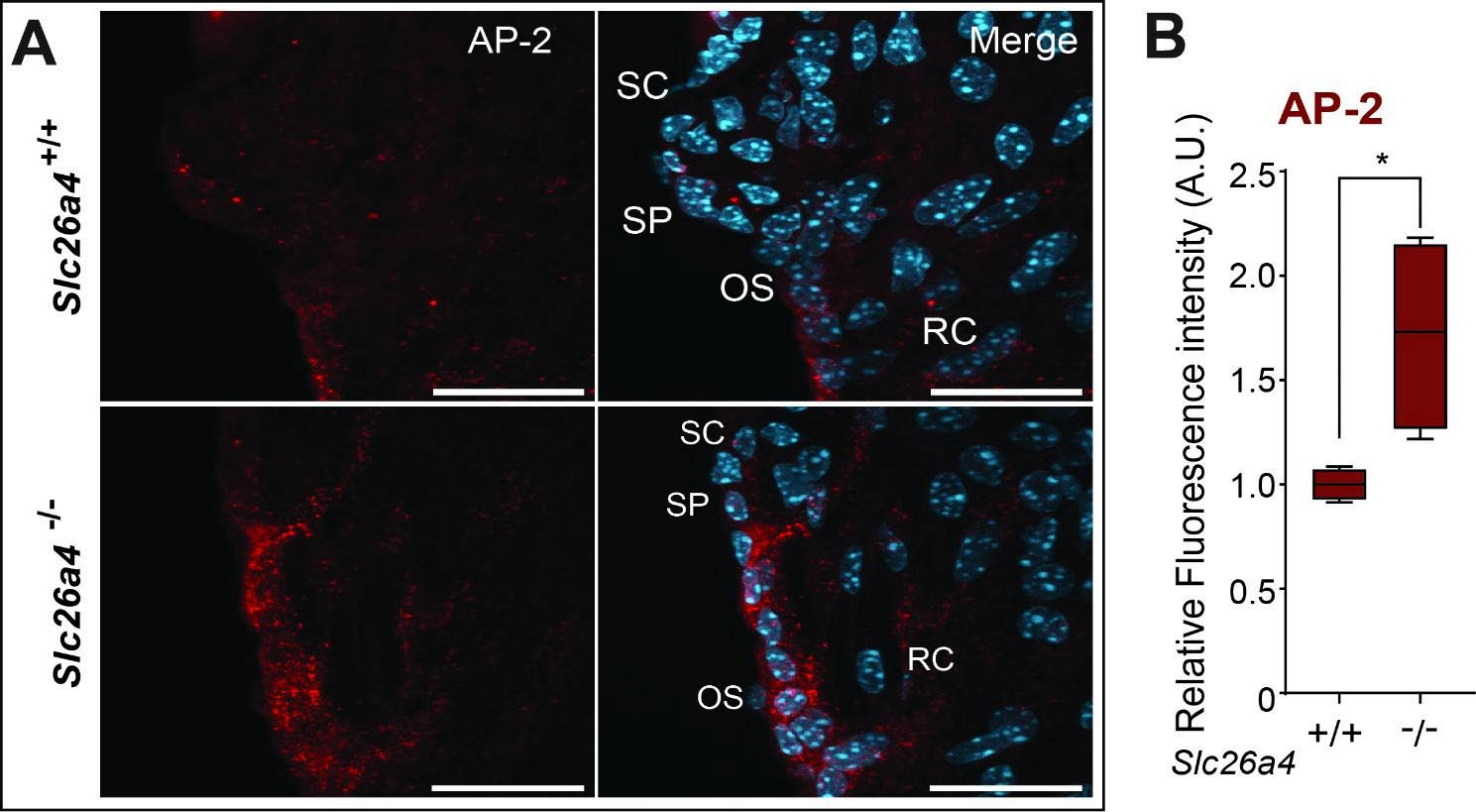
**Increased adaptor protein 2 expression in *Slc26a4***^**−/−**^**mice. A**: Representative images of the SC area showing AP-2 (red) and nuclei (cyan). Scale bar: 20 μm. (OS, outer sulcus; RC, root cells; SC, spindle cells; SP, spiral prominence). **B**: Box plot showing the relative fluorescence intensity of AP-2 in pendrin-expressing cells (*, p < 0.005). Note: In *Slc26a4*^−/−^ mice, AP-2 intensity increases in SC, SP, OS, and RC.

We hypothesized that abnormalities of PDCs and their interacting partners are the primary causes of *SLC26A4*-related hearing loss. We examined the colocalization of pendrin’s candidate binding partner to test this hypothesis. The µ2 subunit of the adaptor protein 2 (AP-2) was recently reported to bind to pendrin in the mitochondria-rich cells of the endolymphatic sac (Roux et al., 2022). AP-2 is a critical endocytic adaptor protein complex [66], which we found expressed in the PDCs of the cochlea. In addition, we showed AP-2 expression was increased in the *Slc26a4*^−/−^ mice (Fig. 5A-B).

**Fig.6:**
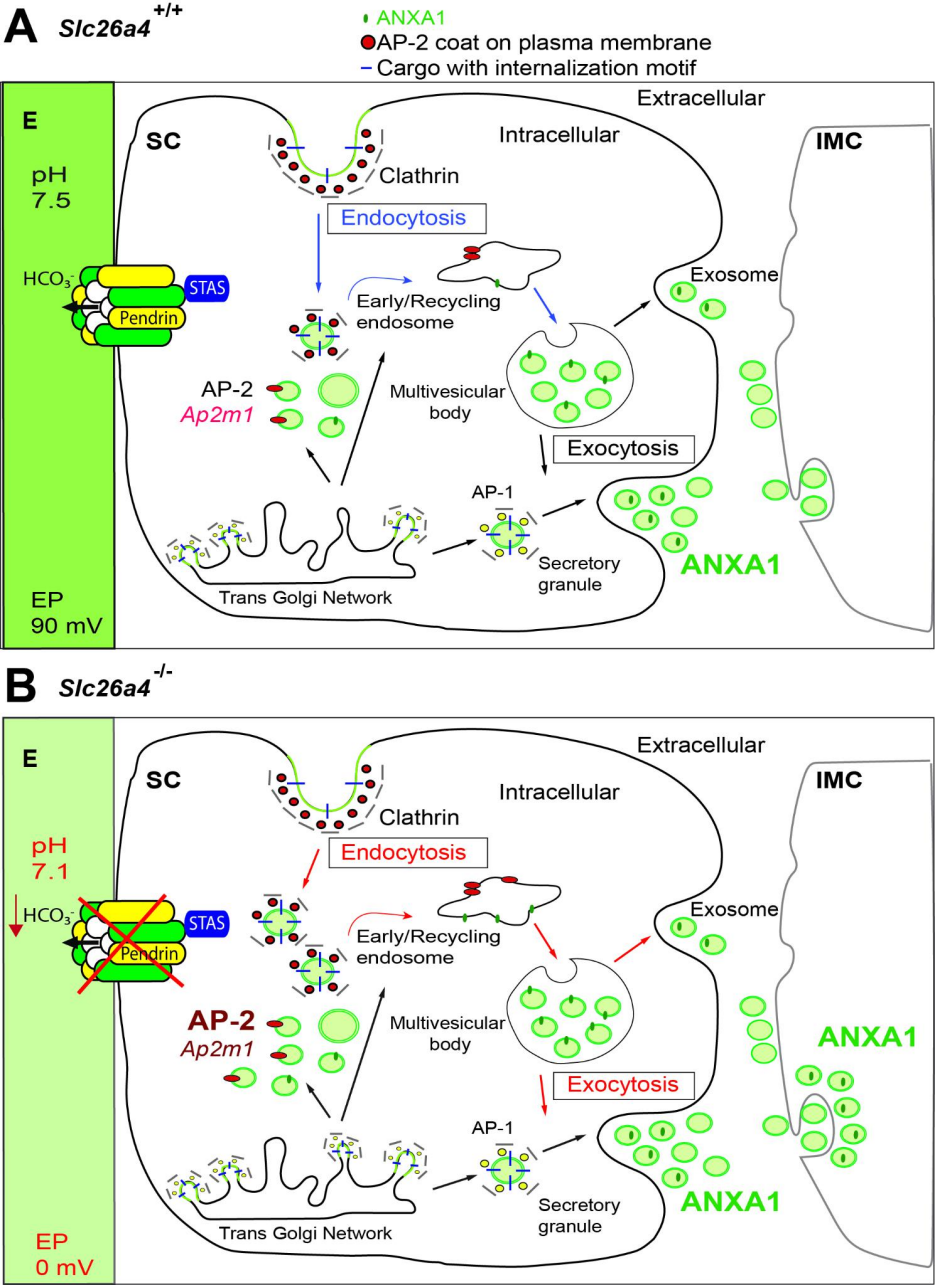
Model of exocytosis and endocytosis in the absence of pendrin. **A**: In normal conditions, pendrin transports HCO_3_^−^ into the endolymph to maintain pH homeostasis. In addition, the interaction between AP-2 and pendrin may increase the activity of pendrin in the plasma membrane and initiate clathrin-coated vesicle assembly and endocytosis. In the endocytic pathway, molecules are internalized as plasma membrane-derived clathrin-coated vesicles (blue arrows). Also, clathrin-coated vesicles carry cargo from the trans-Golgi-network and reach the plasma membrane through secretory granules (black arrows). ANXA1 in exosomes is secreted from the SCs. SCs and IMCs interact through exosomes. **B**: The interruption of the interaction between pendrin and AP-2 affects the trafficking and activity of pendrin and lowers the pH of endolymph. In addition, AP-2 increases in PDCs through increased endocytosis within the cell. In the absence of pendrin, endolymph pH drops from 7.5 to 7.1. ANXA1 in exosomes is released from the SCs and translocated and internalized in the IMCs through exocytosis (E, endolymph; EP, endolymph potential; IMC, intermediate cell; PDC, pendrin-expressing cell; SC, spindle cell)

Normally, pendrin transports HCO_3_^−^ into the endolymph to maintain endolymphatic homeostasis (EP: 90 mV and pH 7.5). Interaction between AP-2 and pendrin may increase the activity of pendrin in the plasma membrane and initiate clathrin-coated vesicle assembly and endocytosis. In the endocytic pathway, molecules are internalized as plasma membrane-derived clathrin-coated vesicles (Fig. 6A). The interruption of the interaction between pendrin and AP-2 affects the trafficking and activity of pendrin and lowers the pH of endolymph. In addition, AP-2 expression and endocytosis activity increase within the cell (Fig. 6B). In the absence of pendrin, endolymph pH drops from 7.5 to 7.1 [11, 14]. Based on this pH change (0.4 pH units) and the Henderson-Hasselbalch equation [pH = pK + log [HCO_3_^−^]/[CO_2_] (pCO_2_ = 41 mmHg, pK = 6.1)], we can calculate that endolymph HCO_3_^−^ concentration declines from 31 mM to 9.8 mM. We hypothesize that SCs and IMCs interact through exosomes and that loss of pendrin leads to an increase in the pH sensor, ANXA1, which is transported through exosomes from SCs to IMCs. In addition, the pendrin binding partner, AP-2 increased in PDCs through increased endocytosis because of the loss of the binding partner, pendrin (Fig. 6B).

## Discussion

In this study, we used scRNA-seq to investigate the gene expression profile of SV cell types to characterize cells involved in endolymphatic pH homeostasis. Our study focused on cells expressing the deafness-associated genes *Slc26a4* and *Kcnj10*. Using a micropipette-based single-cell isolation method, we selected cells with a precision that is not attainable using droplet-based systems [26, 27]. Harvesting undamaged cells during collection also facilitated the recovery of full-length transcripts, unlike the poly-A strand bias associated with other methods [67]. Limitations of the micropipette-based single-cell isolation method, however, included slow and laborious cell collection and low throughput [67]. Nevertheless, the method permitted the isolation of ultra-rare cell types that were visualized and imaged (Fig. 1C). In addition, the individual cells were of high quality, as reflected by the high number of uniquely detected genes and the low percentage of mitochondrial counts (Fig. 1E). The resulting data allowed us to identify four clusters – IMCs, SCs, RCs, and MCs – based on transcriptome profiles (Fig. 1F and 2) and provide an overall understanding of gene expression in the mature cochlear SV.

To compare gene expression profiles across IMC, SC, RC, and MC cell types, we assessed transcriptomes using a variety of approaches. Distinct differences in gene expression were recognizable on a heatmap of the cluster-defining genes in each cell type (Fig. 2A). A comparison of mean expression profiles showed that each cell type expressed unique genes (IMCs, 527; SCs, 807; RCs, 414; MCs, 269). We found that 540 genes were co-expressed only in SCs and MCs, which reflects the high transcriptome homology shared by these two cell types. As expected, both SCs and RCs show similarity, with 353 genes expressed in common in these pendrin-expressing cells. Surprisingly, we found that IMCs and SCs also had a high level of overlap (408 genes) (Fig. 1G).

Previous transcriptome profiling of SV cell types identified novel genes in a larger and more diverse cell population using the 10x Genomics Chromium platform [51, 52]. Nevertheless, despite our small sample size, we identified four cell types (IMCs, MCs, SCs, RCs) through unbiased clustering (Fig. 2B) and recapitulated known data as reported in earlier studies. In addition, we detected genes previously uncharacterized in these cell types: IMCs (*Dkk3*, *Spon1*, *Alpl*); SCs (*Krt8*, *Wfdc18*); RC (*Fxyd6*); and MCs (*Etnppl*, *Dnase1*) (Fig. 2C-F).

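In the *Slc26a4*+/+ cells, *Dkk3* had a mean of 3990 CPM, *Spon1* 2777 CPM and *Alpl* 1567 CPM in IMC-like cells, with AUCs of 0.996, 0.984 and 0.998. *Krt8* had a mean of 4385 CPM and *Wfdc18* 20200 CPM in SC-like cells (AUC 0.999 and 0.988). *Fxyd6* reached 2649 CPM in RC-like cells (AUC 0.991). *Etnppl* reached 1808 CPM and *Dnase1* 7684 CPM in MC-like cells (AUC 0.998 and 0.999). Each of the 8 genes was highest in the cell type listed. The log2 difference from the next cell type was smallest for *Fxyd6* (3.33) and largest for *Wfdc18* (8.92).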

Endolymphatic homeostasis, including the EP, is maintained by K^+^ recycling through the SV. The K^+^ potential is generated by KCNJ10, a K^+^ channel expressed in IMCs [38]. In MCs, K^+^ is secreted into endolymph by KCNQ1/KCNE1 [40]. As might be anticipated, our data set shows that IMCs and MCs express an abundance of ion transporters (IMCs: *Kcnj10*, *Gjb6*, *Atp1b3*, MC: *Kcnq1*, *Kcne1*, *Atp1a1*, *Atp1b2*, *Slc12a2*) essential for EP generation and K^+^ recycling [15, 17, 39, 53].

Endolymph pH is maintained by PDCs (SCs and RCs) [9]. Pendrin regulates endolymph pH by transporting bicarbonate (HCO_3_^−^) across the plasma membrane (Fig. 1H-I). To identify other genes that also may play a role in maintaining endolymphatic pH, we examined the gene expression of anion exchangers, Na^+^/H^+^ exchangers, and carbonic anhydrases. We found that the Cl^−^/HCO_3_^−^ transporter gene (*Slc4a2*) and the Na^+^/H^+^ exchanger gene (*Slc9a4*) (Fig. 3A-B) are both highly expressed in SCs compared to other SV cell types. In addition, we observed a high expression of carbonic anhydrases (CAs), which are critical for pH homeostasis. CAs catalyze the reversible conversion of CO_2_ to HCO_3_^−^ (i.e., CO_2_ + CAs ↔ HCO_3_^−^ + H^+^) [18, 68, 69]. Previous studies have shown that in the pancreatic cell, the bicarbonate transporter (*Slc26a6*) binds intracellular CA (CA2) to form a transport metabolon that maximizes transport flux [68]. We hypothesized that in the cochlea, intracellular CA13 may play a similar role by functioning as an interacting partner with pendrin. Consistent with this hypothesis, we detected the expression of *Car13* (Fig. 3A-B) and confirmed the colocalization of CA13 with pendrin (Fig. 3C-D). These findings suggest that pendrin and CA13 may associate as a transport metabolon to control cochlear endolymphatic pH homeostasis.

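In SC-like *Slc26a4*+/+ cells, *Kcnk5* had a mean of 65.7 CPM, against 7.97 in RC-like, 0.0913 in IMC-like and 0 in MC-like cells, and an AUC of 0.648. *Kcnk1* was at 278.6 CPM in SC-like cells, but RC-like cells had 367 and MC-like cells 725 CPM, and IMC-like cells 2.39 CPM. Its AUC was 0.665 for SC-like and 0.863 for MC-like cells. In none of the 7 other settings of cell types, unit or batches was *Kcnk1* highest in SC-like cells (log2 difference from the highest other cell type -1.77 to -0.69).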

We also detected high expression of *Kcnk1* and *Kcnk5* (Fig. 3A-B), which encode two-pore-domain K^+^ (TWIK) channels that are modulated by extracellular pH [49, 70]. Previous immunocytochemical experiments have shown that TWIK-1 (KCNK1) is highly expressed in MCs [71], while KCNK5 is mostly expressed in cochlear outer sulcus cells [49]. From these observations, we hypothesize that PDCs participate in EP regulation with known EP regulators in MCs and IMCs.

To further explore the underpinnings of endolymphatic pH regulation, we compared scRNA-seq data from the *Slc26a4*^−/−^ mouse with data from *Slc26a4*^+/−^ and *Slc26a4*^+/+^ mice. The main change associated with hearing loss in the *Slc26a4*^−/−^ mouse is acidification of the endolymphatic pH [72]. Secondary changes include loss of KCNJ10 in IMCs [48], loss of the EP [48, 72], and oxidative stress in the SV [72, 73]. Therefore, we anticipated pH-dependent alterations in the transcriptomic profiles of PDCs and IMCs in *Slc26a4*^−/−^ mice.

We completed a differentially expressed (DE) analysis of PDC and IMC to test this hypothesis. Because *Slc26a4*^+/−^ mice exhibit the same normal hearing phenotype as *Slc26a4*^+/+^ mice [13], we compared *Slc26a4*^+/+^ vs. *Slc26a4*^−/−^ mice and *Slc26a4*^+/+^ vs. *Slc26a4*^+/−^ mice to identify pH-dependent and pH-independent gene expression, respectively, in PDCs and IMCs. We reasoned that pH-dependent DE genes would be identified in *Slc26a4*^+/+^ vs. *Slc26a4*^−/−^ mice but not in *Slc26a4*^+/+^ vs. *Slc26a4*^+/−^ mice, where endolymph pH is maintained [11, 74]. These comparisons led us to identify five pH-dependent downregulated genes (*Anxa1*, *Gpx3*, *Wfdc18*, *Tpm3-rs7*, and *Rgs5*) in SCs and one pH-dependent downregulated gene (*Otogl*) in RCs (Fig. 3E). In addition, we detected five downregulated genes (*Alpl, Cttnbp2*, *Thrsp*, *C4b*, and *Fbln2*) and three upregulated genes (*Aebp1*, *Syt4*, and *Cav1*) in IMCs (Fig. 3F).

We looked in greater detail at *Anxa1* because the encoded protein, annexin A1 (ANXA1), acts as a pH and Ca^2+^ sensor and a lipid second messenger [75, 76]. It also is known to regulate cell stress with other annexins (A2 and A5) in the presence of osmotic stress due to high sodium and chloride reabsorption [75]. We found that ANXA1 is highly expressed in the apical membrane of SCs of *Slc26a4*^+/+^ mice (Fig. 2D) as previously reported [52] and colocalizes with pendrin (Fig. 4B and D). In the absence of pendrin (*Slc26a4*^−/−^ mice), ANXA1 expression expands to the SV area (IMCs and MCs) (Fig. 4C and F). We hypothesize that expanded expression reflects the activity of extracellular exosomes (Fig. 6B). The presence of extracellular exosomes in SCs but their absence in IMCs and MCs (Fig. 2G-J) suggests that abnormalities of SCs will be the primary causes of *SLC26A4*-related hearing loss. This possibility needs further validation.

The abnormality of pendrin’s interacting partner may be another cause of *SLC26A4*-related hearing loss. Thus far, the only known binding partners of pendrin are the IQ motif-containing GTPase-activating protein 1 (IQGAP1) in B-intercalated cells of the kidney [77] and AP-2 in the mitochondria-rich cells of the endolymphatic sac (Roux et al., 2022). AP-2 is critical for initiating clathrin-mediated endocytosis [78]. This study found that AP-2 was expressed only in PDCs, including SCs of the cochlea (Fig. 5A). In *Slc26a4*^−/−^ mice, AP-2 expression increased in PDCs (Fig. 5A-B). AP-2 expression may play a critical role in regulating endolymphatic pH homeostasis. Disruption of the interaction between the carboxy-terminal domain of pendrin and AP-2 may impact pendrin activity and induce pendrin endocytosis. We hypothesize that the role of AP-2 may be related to trafficking, but since other roles are possible, this function requires further investigation.

The major limitations of this study were associated with the micropipette-based single-cell isolation method, which was slow, laborious, and had low throughput [67]. In spite of these limitations, ultra-rare cell types could be isolated and were of high quality, as reflected by the high number of uniquely detected genes and the low percentage of mitochondrial counts. The resulting data offer refined insight into gene expression in the mature cochlear SV.

## Conclusions

In this study, we isolated cells expressing *Slc26a4* and *Kcnj10* from the cochlear stria vascularis; defined transcriptome profiles using scRNA-seq; identified pH-regulating genes in SCs that, together with *Slc26a4*, maintain endolymphatic pH homeostasis; and identified differentially expressed genes and proteins in a cell type-specific manner from *Slc26a4*^+/+^ and *Slc26a4*^−/−^ mice. Transcriptomic profiles of SV cells provided an understanding of pH regulator in SCs. In addition, the pH sensor, ANXA1, and the pendrin binding partner, AP-2, showed altered expression in *Slc26a4*^−/−^ mice. We propose a model in which PDCs and IMCs interact via exosomes, with increased endocytosis leading to downstream increases in AP-2 within PDCs. These findings may guide future research to clarify mechanisms essential for maintaining endolymph pH homeostasis.

## Electronic supplementary material

**Additional file 1**: **Fig. S1** Workflow. Single cells from the stria vascularis (SV) were harvested manually from P30 *Slc26a4*^+/+^, *Slc26a4*^+/−^, and *Slc26a4*^−/−^ mice as a source of full-length RNA, which was used to prepare a library for single-cell RNA sequencing. Data analysis using uniform manifold approximation and projection (UMAP) identified four types of cochlear SV cells. Cluster-defining genes from unbiased clustering analysis was used to examine gene enrichment. In addition, we used clustering-defining genes to filter each cell type. Finally, we defined pH-dependent differential expressed genes in *Slc26a4*^−/−^ as compared to *Slc26a4*^+/+^ in a cell-type- specific manner. **Fig. S2. (Related to Fig. 1)**: SV Cells and size measurement **(A-D)** Representative images of isolated cells for the four-cell type cluster. Measure the cell’s perimeter as a region of interest (ROI). Scale bar: 10 μm. (IMC, intermediate cell; MC, marginal cell; RC, root cell; SC, spindle cell). **(A)** IMCs of the cochlear SV. The median perimeter was 59.80 ± 1.42 μm (n = 30). **(B)** SCs of the cochlear SV. The median perimeter was 64.49 ± 1.73 μm (n = 19). **(C)** RCs of the cochlear SV. The median perimeter was 65.38 ± 2.34 μm (n = 11). **(D)** MCs of the cochlear SV. The median perimeter was 65.79 ± 1.29 μm (n = 16). **(E)** Box plots of the radius of each cell. Y-axis is the radius of cells *, p < 0.05. The radius of IMC (9.52 ± 0.23 μm) is significantly smaller than the radius of SC (10.26 ± 0.28 μm; p = 0.043) and MC (10.47 ± 0.21 μm; p = 0.0033). There is no difference in the radius of IMC and RC (p = 0.2). There is no difference in the radius of SC and RC (p = 0.76). There is no difference in the radius of SC and MC (p = 0. 55). There is no difference in the radius of RC and MC (p = 0.58). Each dot represents a single cell. **Fig. S3. (related to Fig. 1)** Quality control and principal components (PCs) of the SV cells. **(A)** PCs are shown as solid-colored curves. There is a sharp drop-off in p-values after the first 8 PCs. A dashed line is a uniform distribution. **(B)** A ranking of principal components (PCs) based on the percentage of variance. The black dots are 20 different PCs. **Fig. S4. (Related to Fig. 3)**: Representative confocal images showing the cellular localization of pendrin and carbonic anhydrases in the inner ear **(A-B)** and kidney **(C-D)**. **(A-B)** Immunostaining of pendrin (green) and CA13 (red) nuclei (blue), and F-actin (grey). Scale bar: 20 μm. Note: In *Slc26a4*^−/−^ mice, pendrin and CA13 staining are negative. **(C-D)** Cryosections of the mouse kidney tissue are shown as positive and negative expression controls. Scale bar: 50 μm. Note: In *Slc26a4*^+/+^ mice **(C)**, pendrin (green) and CA2 (red) co-localize in the intercalated cells. However, in *Slc26a4*^−/−^ mice **(D)**, pendrin and CA2 staining are negative

**Additional file 2**: **Table S1: OtoSCOPE v9 genes and cluster-defining genes of SV cells**. The list is ordered by the area under the ROC curve (AUC) classifier. AD: autosomal dominant, AR: autosomal recessive. IMC: intermediate cell, MC: marginal cell, RC: root cell, SC: spindle cell

**Additional file 3**: **Table S2: IMC cluster-defining genes**. The avg_diff: log Transcripts Per Million (TPM) difference in expression level between the cluster of interest and all other cells. The power means 1-β, the probability of not committing type II error. The pct.1 and pct.2 fields mean the percent of cells in which the denoted gene is detected in the IMC and other cell groups. **Table S3: SC cluster-defining genes.** The avg_diff means the logTPM difference in expression level between the cluster of interest and all other cells. The power means 1-β, the probability of not committing type II error. The pct.1 and pct.2 fields mean the percent of cells in which the denoted gene is detected in the SC and other cell groups. **Table S4: RC cluster-defining genes.** The avg_diff means the logTPM difference in expression level between the cluster of interest and all other cells. The power means 1-β, the probability of not committing type II error. The pct.1 and pct.2 fields mean the percent of cells in which the denoted gene is detected in the RC and other cell groups. **Table S5: MC cluster-defining genes.** The avg_diff means the logTPM difference in expression level between the cluster of interest and all other cells. The power means 1-β, the probability of not committing type II error. The pct.1 and pct.2 fields mean the percent of cells in which the denoted gene is detected in the MC and other cell groups. **Table S6: GO cellular component analysis of IMC, generated using PANTHER.Table S7: GO biological process analysis of IMC, generated using PANTHER.Table S8: GO molecular function analysis of IMC, generated using PANTHER.Table S9: GO cellular component analysis of SC, generated using PANTHER.Table S10: GO biological process analysis of SC, generated using PANTHER.Table S11: GO molecular function analysis of SC, generated using PANTHER.Table S12: GO cellular component analysis of RC, generated using PANTHER.Table S13: GO biological process analysis of RC, generated using PANTHER.Table S14: GO cellular component analysis of MC, generated using PANTHER.Table S15: GO biological process analysis of MC, generated using PANTHER.Table S16: GO molecular function analysis of MC, generated using PANTHER.**

**Additional file 4**: **Table S17: Differentially expressed genes in SC (*Slc26a4***^**+/+**^ vs. ***Slc26a4***^**−/−**^**).**. **Table S18: Differentially expressed genes in IMC (*Slc26a4***^**+/+**^ vs. ***Slc26a4***^**−/−**^**).**. **Table S19: Differentially expressed genes in SC (*Slc26a4***^**+/+**^ vs. ***Slc26a4***^**+/−**^**).**. **Table S20: Differentially expressed genes in IMC (*Slc26a4***^**+/+**^ vs. ***Slc26a4***^**+/−**^**).**

**Additional file 5**: R code of Seurat and SCDE

## Data Availability

The data supporting this study’s findings are currently being deposited in NCBI’s Gene Expression Omnibus to be accessible through a GEO Series accession number GSE221146 before publication. To review GEO accession GSE221146: Go to https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE221146.

## List of abbreviations

AE2: Anion exchanger 2
ANXA1: Annexin A1
AP-2: Adaptor protein 2
AUC: Area under the curve
BC: Basal cell
CA: Carbonic anhydrase
DE: Differentially expressed
DFNB4: Deafness, autosomal recessive 4
DPBS: Dulbecco’s phosphate-buffered saline
E: Endolymph
EP: Endocochlear potential
EVA: Enlarged vestibular aqueduct
FDR: False discovery rate
GSEA: Gene set enrichment analysis
GO: Gene ontology
IMC: Intermediate cell
IQGAP1: IQ motif-containing GTPase-activating protein 1
IS: Intrastrial space
KNN: K-nearest neighbor
MC: Marginal cell
NKCC1: Na^+^-K^+^-Cl^−^ co-transporter
NSEVA: Non-syndromic enlarged vestibular aqueduct
OS: Outer sulcus
PCA: Principal component analysis
PDC: Pendrin-expressing cell
PDS: Pendred syndrome
RC: Root cell
ROC: Receiver operating characteristic curve
SC: Spindle cell
scRNA-seq: Single-cell RNA sequencing
SCDE: Single-cell differential expression
SLg: Spiral ligament
SNHL: Sensorineural hearing loss
snRNA-seq: Single-nucleus RNA sequencing
SP: Spiral prominence
SV: Stria vascularis
UMAP: Uniform manifold approximation and projection

How the deposited data were processed for this re-analysis (not part of the article)

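Single cells of the stria vascularis, picked with a micropipette, were profiled with Smart-Seq2 from *Slc26a4*+/+ (172 cells), *Slc26a4*+/- (40 cells) and *Slc26a4*-/- mice (69 cells). The authors assigned the reads of each cell to the mouse transcriptome (GRCm38) with Kallisto, and deposited the estimated counts and TPM of 98492 transcripts per cell. The authors also deposited a table of estimated counts for 47752 genes, made from the transcripts with a script of their own. That table has 298 columns, of which 17 are not those of a sample studied here and were not used. All its lines name a gene. The text does not name the annotation release. Gene positions and the assignment of transcripts to genes were taken from GENCODE M21, on the same build. It lacked 1376 of the transcripts, which held a median of 0.691% of the counts of a cell. TPM values, which the authors deposited per transcript, were summed per gene for the 30736 genes whose name also stands in the gene table.

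The genotype of each cell came from the sample labels and the batch from the run date that each profile carries, which gave 4 batches, as many as the paper states. No mouse was named, and cells are not replicates of a genotype. Each genotype therefore counted as 1 sample, and the values given for genotypes carry no test. The profiles also carry a number that reads as the day of collection, which with the age divides the cells into sessions. Sessions of different days hold different mice, and in alternatives chosen after seeing the data they served as samples. The 14 genes named for *Slc26a4*-/- mice were compared by the difference of log2 session means with the batch as a term, by exact permutation of the labels within batches 2 and 4, with Benjamini-Hochberg adjustment over the genes of a cell group. In simulated sessions, 3 of 40 unchanged genes had p below 0.05. Shares of cells have exact binomial intervals at 95%, which cover counting error only. Depth ranged from 1848 to 7932729 estimated counts per cell (median 1312950), and 20 cells with fewer than 100000 counts are the least certain. No cell was filtered in the values given, and a filter at 2500 genes and 3% mitochondrial counts was an alternative. As cells were picked singly under a microscope, no doublet caller was run, and cells taken up together were weighed from their genes.

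Clustering used Seurat 5.3.0 in R 4.3.3. Estimated counts of genes found in at least 3 cells were log-normalized with a scale factor of 10000, and 2000 variable genes were chosen. The genes named in the paper's claims and those of Tables S17-S20 were then left out, so that they did not define the clusters. *Slc26a4*+/+ cells alone were clustered with 4 PCs and all cells together with 10 PCs, at a resolution of 0.8. Marker lists for IMCs, SCs, RCs and MCs and for other cell types of the cochlea were fixed before the data were examined, as were the settings and all alternatives except 5. A cluster was named where at least 80% of its cells had their highest mean marker score for that cell type and at least 3 of its markers were detected in most cells. In the clustering of all cells, its 10 leading genes also had to hold no more markers of another cell type than of its own. That rule was not applied to the clusters of *Slc26a4*+/+ cells alone, and its use there was an alternative chosen after seeing the data. These limits were not among the choices fixed beforehand. Since *Slc26a4*+/+ cells alone gave a joint cluster of SCs and MCs, the named clusters of all cells, which had been listed as an alternative, were used for the values by cell type. This choice was made after the clusters were seen. Of the 281 cells, 33 had their 2 highest marker scores within 0.25 of each other, so their cell type is less certain. Differences from the cell types of the paper can come from the rebuilt names.

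All other values were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9. Counts were scaled to CPM. Expression by cell type is the mean CPM over *Slc26a4*+/+ cells, with the AUC of the cell type against all other named cells on log-normalized values. A gene was detected in a cell from an estimated count of 1, and shares were also taken after each cell was thinned to 100000 counts. A gene was counted as expressed in a cell type at a mean of 10 CPM. Genotypes were compared by the log2 ratio of mean CPM with a pseudocount of 1 CPM, within pendrin cells (SC-like and RC-like) and within IMC-like cells. Such ratios understate the change of genes of low expression. For a gene with no count in a genotype, the ratio of reads against a floor of 3 counts over the group was given. It is no lower bound on the difference, since PCR copies are not independent molecules. Gene lists were set beside 10000 random lists of the same size, drawn from 50 bins of mean expression. The genes named were those that the paper's sentences name and, for both cell groups, the 5 genes with the highest and the 5 with the lowest log2 ratio among those with a mean of at least 20 CPM in either genotype and the same sign within batches 2 and 4. The genes that led the unnamed clusters, the globin gene *Hbb-bs* and the genes found in both Tables S17 and S18 were named after their values were seen.

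The computations were tested on simulated counts for the 47752 genes, in which 200 genes were changed by a log2 of 2. Of these, 100% had the right sign with the cell numbers of the *Slc26a4*-/- comparison in pendrin cells and in IMC-like cells and of the *Slc26a4*+/- comparison in IMC-like cells, and 98.0% with those of the *Slc26a4*+/- comparison in pendrin cells. Unchanged genes had a log2 ratio of 1 or more in either direction in 7.52%, 2.34%, 6.22% and 21.9%, in that order. Sets of cell types expressing a gene were right for all of 2872 simulated genes that lay well away from the limit.

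Alternatives covered the genes, PCs and resolution of the clustering, the marker score of each cell, the cell filter, TPM, the detection limit, thinning, the limit for expressed genes, cell types drawn to the same size, batches, ages, the pseudocount, the average over cells, SC-like and RC-like cells apart, and a filter on low values. Chosen after seeing the data were the inclusion of the unnamed cluster led by *Crhbp* among the pendrin cells, the rule on leading genes for clusters of *Slc26a4*+/+ cells alone, sessions of collection as samples for either comparison, and differences within shared days of collection. The values of 1 gene that enters the counts over the named genes are not reported here. Not analysed here were cell size, Gene Ontology terms, images of stained sections and the error model used for differential expression in the paper. Red cell and neutrophil gene lists of 8 genes each were written down before they were tested, after the leading genes of the clusters had been seen.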

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

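All tests in this part were chosen only after the result was seen, except the test of sequencing batch for the genes listed in both Tables S17 and S18.

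RC-like cells labelled *Slc26a4*-/- had a mean of 1222 CPM of *Slc26a4*, against 1050 CPM in *Slc26a4*+/+ RC-like cells. The paper, which shows sections of *Slc26a4*-/- mice without pendrin protein, does not report this RNA. In batch 4, 5 of 7 RC-like cells labelled *Slc26a4*-/- (71.4%, interval 29.0 to 96.3) held 10 or more counts of *Slc26a4*. A mislabelled sample of wild-type cells would bring the other genes of wild-type cells as well. Genes listed in both Tables S17 and S18 were tried first and set aside, as these same cells had helped to choose them. The genes then chosen were lower by a log2 of at least 3 in IMC-like cells labelled *Slc26a4*-/- of batch 2, with at least 20 CPM in *Slc26a4*+/+ cells. In the 5 cells these 129 genes stood at a median of 42.1% of the *Slc26a4*+/+ RC-like level of batch 4. Without the 5 of them that are also in Table S17, the median was 50.5%. The 42.1% lay below random genes of like expression (57.7% to 96.6%), as the prediction asked for cells without an error. It lay above the 8.05% of the 2 other RC-like cells labelled *Slc26a4*-/-, however. The latter comparison was added after the first had been seen, and with it the test cannot tell. A stricter choice, genes with 3 counts in 80% of *Slc26a4*+/+ and none in *Slc26a4*-/- IMC-like cells of batch 2, left 0 genes. A last choice, made after the means of such genes had been seen, was of genes with 10 counts in most IMC-like cells labelled *Slc26a4*-/- and in no *Slc26a4*+/+ IMC-like cell. It left *Gm13394* alone, which all 5 cells held at 10 counts, against 0 of 5 *Slc26a4*+/+ RC-like cells of batch 4 and 1 of 39 *Slc26a4*+/+ pendrin cells. This speaks against wild-type cells under a wrong label. The test asked that no *Slc26a4*+/+ RC-like cell hold as many, however, which the 1 cell did not meet, and 3 of 6 *Slc26a4*+/- RC-like cells held the gene too, so that an error of labels stays open. RNA set free by other cells would reach all cells, but IMC-like cells labelled *Slc26a4*-/- of the same batch had a mean of 3.66 CPM, against 1898 CPM in the RC-like cells. RNA from the targeted gene itself may explain the counts, as a hypothesis, since a disrupted gene can still be transcribed. It was not tested, because the values are given for the whole transcript. The level differed between batches, with 277.8 CPM in the 15 pendrin cells labelled *Slc26a4*-/- of batch 2, and mice, ages and mixtures of SC-like and RC-like cells differed with it.

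One unnamed cluster of 63 cells held a mean of 5621 CPM of *Hbb-bs*, a globin gene, with 10 or more counts in 23 cells, whereas the named cell types had 14.2 to 69.0 CPM. The leading genes of the cluster are those of blood cells, which the paper does not discuss. Of the 63 cells, 5 had at least 3 of 8 neutrophil genes at 10 counts, and none of the cells in named clusters had, which allows a share of up to 1.49% by a limit of 3 cells (exact interval 0 to 1.82%). RNA set free by neutrophils would have reached named cells too, so that neutrophils, whole or stuck to other cells, remain as a hypothesis. For red cell genes, free RNA and whole cells cannot be told apart, since 13 cells of the cluster (20.6%, interval 11.5 to 32.7) but also 13 cells of the named clusters (6.47%, 3.49 to 10.8) held at least 3 of 8 such genes at 10 counts. Table S18 lists *Hba-a1*, a globin gene of the red cell list. The leading gene *Mpo*, outside both lists, had a mean of 1831 CPM in the cluster and 11.1 CPM in the highest named cell type, but only 6 of the 63 cells held 10 counts of it. As 16 of the 63 cells (25.4%, interval 15.3 to 37.9) held at least 3 genes of either list, the means rest on few cells, and most cells of the cluster did not show blood genes. The excess of *Slc26a4*+/+ cells in this cluster went with the sequencing batch. It took 67.3% of *Slc26a4*+/+ cells in batch 1, 23.1% in batch 2, 14.7% in batch 3 and 5.26% in batch 4, against 10.9% of cells labelled *Slc26a4*-/- in batch 2 and 0 of 22 in batch 4. This is in line with a difference between batches. Its cells were shallow, with a median of 448597 counts, and no biological explanation was tested.

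The other unnamed cluster, of 17 cells, held a mean of 13344 CPM of *Crhbp*, which the paper does not discuss, and 15 of its cells had 10 or more counts. In the named cell types the highest mean was 14.2 CPM. Cells of named types taken up together could not give this, as each of the 10 leading genes was above the highest named cell type by a log2 ratio of at least 5.50. The cluster came from all 3 genotypes (11 *Slc26a4*+/+, 4 *Slc26a4*+/- and 2 *Slc26a4*-/- cells) and all 4 batches. A cell type other than the named ones is thus a candidate explanation, but the values do not tell from which tissue it would come. It was not tested against markers of any cell type outside the fixed lists, for which 64.7% of its cells scored highest for SCs.

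*Gm13394*, a processed pseudogene on chromosome 2 (GRCm38, 28933610 to 28934609), had a mean of 244.9 CPM in IMC-like cells labelled *Slc26a4*-/- and 0.551 CPM in *Slc26a4*+/+ cells, with 66.3 CPM in *Slc26a4*+/- cells. The paper does not discuss it. It is 1 of 18 genes that Tables S17 and S18 both list, 5 of them higher and 13 lower in cells labelled *Slc26a4*-/-, and 11 of the 18 are processed pseudogenes, whose counts could include reads of near-identical genes, which was not tested. *Gm8210* and *Gm13841* had the same value in every group. A difference between batches would not persist within them, but within batch 2 the direction held for 17 of 18 genes in IMC-like cells, and within batch 4 for 18. *Slc26a4*+/+ IMC-like cells of batches 2 and 3 differed by less than the genotypes for 17 of 18. In pendrin cells the direction held for 11 in batch 2, where 3 *Slc26a4*+/+ cells could be compared, and for 17 in batch 4, and *Slc26a4*+/+ cells of batches 2 and 3 differed by less than the genotypes for 12 of 18, so that for pendrin cells the evidence against batches is weaker. Chromosome segments carried along with the targeted gene on chromosome 12 would place such genes there, but 0 of 18 lie on it, and they are spread over 13 chromosomes. The same direction in different cell types, in pseudogenes, is what sequence variants of a strain or donor would give, as reads with a variant could fall to another copy, and mice with 1 targeted allele would often lie between. On a scale from 0 for *Slc26a4*+/+ to 1 for cells labelled *Slc26a4*-/-, the median position of *Slc26a4*+/- IMC-like cells of batch 4 was 0.576, and over all batches 0.67. *Slc26a4*+/+ cells drawn in place of *Slc26a4*+/- cells gave a median of 0 (-0.13 to 0.15 in 95% of 1000 draws), so that the shared *Slc26a4*+/+ cells alone do not produce it. In pendrin cells the position was 0.51 within batch 4 (simulated -0.12 to 0.31 over all batches). The MC-like and unnamed cells together gave -0.07 within batch 4, against this explanation, from 4 *Slc26a4*+/+ and 3 cells labelled *Slc26a4*-/-. Over all batches this group was at 0.31, and MC-like cells alone were at 0.85, with 2 *Slc26a4*+/- cells. A variant between the mice is consistent with most of these values, but an effect that follows the dose of *Slc26a4* would give the same order and stays open.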

How the results depend on the processing

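Of 1183 values recomputed under another setting, 925 stayed within the spread of their result, 6 with a log2 value of at least 1 in size changed direction and the others moved beyond the spread. The spread is the SD between batches, between *Slc26a4*+/+ ages for IMC-like cells, and between *Slc26a4*+/+ sessions of collection within SC-like and within RC-like cells for pendrin cells, whose mixture differed between ages. It is wide for many genes, so that a value within it can still have moved far. Chosen after seeing the data were the addition of the unnamed cluster led by *Crhbp* to the pendrin cells, the rule on leading genes for clusters of *Slc26a4*+/+ cells alone, and sessions and days of collection.

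These values came from few cells. The log2 ratio of *Tpm3-rs7* in pendrin cells labelled *Slc26a4*-/- was 1.15 within batch 2, against -6.16 over all batches, as the 3 *Slc26a4*+/+ cells of that batch had none of it. That of *Otogl* in *Slc26a4*+/- pendrin cells was -0.0394 within batch 4 and -1.74 with sessions as samples, against 1.30. In IMC-like cells labelled *Slc26a4*-/-, *C4b* was at 0.23 with sessions as samples and 0.60 within shared days, against -2.06, and *Cttnbp2* at 0.0232 within shared days, against -1.54. The cause was not tested.

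A further 19 values below 1 in size changed sign, of which these are reported. In *Slc26a4*+/- pendrin cells, *Gpx3* was at 0.38 within batch 4, 0.39 in SC-like cells alone and 0.11 with sessions as samples, against -0.78, and *Wfdc18* at 0.66 and 0.78, against -0.46. In *Slc26a4*+/- IMC-like cells, *Fbln2* (-0.19) was at 0.88 within batch 4 and 0.93 with ages weighted equally, *Aebp1* (-0.47) at 0.78 and *Syt4* (-0.71) at 1.61 within batch 4, and *Cav1* (0.41) at -0.20 with ages weighted equally. With sessions as samples these 4 were at 1.46, 0.32, 0.46 and -1.24. The direction of these genes in *Slc26a4*+/- cells was therefore not determined. Over the highest other cell type, *Tbx1* (0.29) in MC-like cells was at -0.55 by the marker score, *Slc4a2* (0.33) in SC-like cells at -0.17 by TPM and -0.65 without batch 3, and *Car13* (-0.31) at 0.42 without batch 1. The cause was not tested.

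The median number of genes per cell was 3539 when 10 counts were required, which follows from the stricter limit, and the median mitochondrial share was 0.125% within batch 2. From *Slc26a4*+/+ cells alone, 0 of the 4 cell types received a cluster at a resolution of 0.4, and 4 did at a resolution of 1.2, by the marker score of each cell and by the clusters of all cells. The other 4 settings gave 2 or 3. With the rule on leading genes also used there, 1 was named, and 3 at a resolution of 1.2. When all cells were clustered, 3 or 4 were named in each of 7 settings. Ranked by the share of cells with any count, 25 of the 41 genes placed in a cell type were highest there, against 39 by mean CPM, and the other 9 settings gave 33 to 40. At 1 CPM, 120 genes were expressed in SC-like and MC-like cells alone, against 200 at 10 CPM. The cause was not tested for any of these.

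*Slc26a4* was detected in 55.6% of *Slc26a4*+/+ pendrin cells within batch 1 and 100% within batch 2, against 79.5% over all batches, and in 100% of pendrin cells labelled *Slc26a4*-/- within batch 4, against 63.6%. After thinning to 100000 counts these shares were 42.9% (7 cells, interval 9.90 to 81.6) in batch 1 and 100% (3 cells, 29.2 to 100) in batch 2, against 69.4%, and 71.4% (7 cells) in batch 4, against 54.5%. The gap between batches was thus there at equal depth as well, from few cells and with intervals that overlap.

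Of the genes of Table S17, the share with the direction of the table was 99.2%. It was 54.2% within batch 2, 88.3% within batch 4 and 92.5% for the mean of both batches, 94.2% in SC-like and 89.2% in RC-like cells alone, and 100% by the marker score, with a mean of at least 5 CPM and with the cluster led by *Crhbp*. Of the genes of Table S18, it was 94.04% within batch 2, 96.03% within batch 4 and 97.4% for the mean of both, against 100%. Fewer cells enter within a batch, and the cause was not tested.

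Log2 ratios of single genes in cells labelled *Slc26a4*-/- moved by more than this SD in 81 values in pendrin cells and 77 in IMC-like cells, and *Tpm3-rs7*, *C4b* and *Cttnbp2* changed direction in cells labelled *Slc26a4*-/-. For *Anxa1* in pendrin cells they lay between -10.71 and -0.83, for *Rgs5* between -11.24 and -3.50. For *Slc26a4*+/- cells, 7 of 88 values moved beyond that SD in IMC-like cells and 3 of 84 in pendrin cells, apart from the *Otogl* values.

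Sessions of collection were used as samples for the genes named for *Slc26a4*-/- mice, after seeing the data. The paper had named these genes as changed from these same cells. Small p-values follow in part from that choice and are not independent evidence. In IMC-like cells (8 *Slc26a4*+/+ and 9 *Slc26a4*-/- sessions of batches 2 and 4, 5 of them of 1 cell), the log2 difference was -5.32 for *Thrsp*, -3.38 for *Alpl*, -3.40 for *Fbln2*, 3.01 for *Syt4*, 1.82 for *Aebp1* and 2.96 for *Cav1*, with adjusted p between 0.0026 and 0.0166 by exact permutation. For *Cttnbp2* (-0.58) and *C4b* (0.23) adjusted p was 0.41 and 0.89. In pendrin cells (5 and 7 sessions) adjusted p by exact permutation was 0.0286 for *Rgs5* and at least 0.0571 for the other 5 genes, but the mixture of SC-like and RC-like cells differed. In SC-like cells alone, with 2 and 3 sessions, no p below 0.1 was possible, and *Gpx3* (0.70) and *Tpm3-rs7* (0.82) went the other way than over all pendrin cells, and in RC-like cells alone adjusted p was at least 0.2 (exact permutation), where no unadjusted p below 0.0333 was possible. For *Slc26a4*+/- cells of batch 4 (3 and 4 sessions) it was at least 0.73 in IMC-like and 0.94 in pendrin cells, but no unadjusted p below 0.0286 was possible by exact permutation, so that a single changed gene could not have passed 0.05 after adjustment, and these values do not speak against a change. Ages differed between the sessions, and the labels do not tell how many mice a session holds.

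No paired analysis was possible by replicate, because the labels name no mouse and give the genotypes no shared replicate. Both genotypes had IMC-like cells on 4 days of collection, all in batch 2 (9 *Slc26a4*+/+ and 12 *Slc26a4*-/- cells), so that differences could be taken within days. Their mean was -4.27 (SD 1.53) for *Thrsp*, -4.69 (3.67) for *Alpl*, 1.19 (0.93) for *Aebp1* and 3.10 (1.52) for *Syt4*, each with the same direction on all 4 days. *Fbln2* (-3.71, SD 4.54) and *Cav1* (3.98, SD 4.14) had it on 3 days. No p below 0.125 is possible by exact permutation with 4 days. Pendrin cells of both genotypes shared 1 day.

 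Batches 1 and 3 gave no ratio for cells labelled *Slc26a4*-/-, and batches 1 to 3 none for *Slc26a4*+/- cells, since they held too few or no such cells. Numbers of pendrin cells could not be had at a resolution of 0.4 or with 4 PCs for all cells, where no cluster was SC-like, and the clusters of *Slc26a4*+/+ cells alone gave no comparison for the genes of SCs and MCs. Cells below 100000 counts, all *Slc26a4*+/+, limit what can be said about low genes in *Slc26a4*+/+ cells.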

Differences from the paper's values

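The paper counts 13 *Slc26a4*+/- pendrin cells, and 8 were found here. Of the alternatives set before the data were examined, all variable genes, a resolution of 1.2, the cell filter and TPM gave 8 as well, and the marker score gave 15, within 1.5 times the paper's number. With the unnamed cluster led by *Crhbp*, an alternative chosen after seeing the values, there were 12. The paper's cells went through a manual filter that was not repeated here.

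For genes expressed in 1 cell type alone, the paper gives 807 for SCs and 414 for RCs, and 490 and 663 were found here. For SCs, only cell types drawn to the same size (544) did not differ, while limits of 1, 5 and 50 CPM, detection in 25% or 50% of cells and TPM did. For RCs, only detection in 50% of cells (530) did not differ, and the other settings did. The paper gives 540 genes shared by SCs and MCs alone, and 200 were found here. The alternatives gave 0.815% to 3.18% of the expressed genes, and all of them differed.

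For *Tpm3-rs7* in pendrin cells, the paper's log2 fold change, turned to *Slc26a4*-/- over *Slc26a4*+/+, is -7.80 with limits of -8.36 and -6.23, and -6.16 was found here. A pseudocount of 0.1 CPM (-6.90), summed counts (-6.49), the marker score (-6.26) and SC-like cells alone (-6.25) lay within these limits. For *Otogl*, the paper's value is -8.61 with limits of -9.12 and -6.05, and -5.95 was found here. The mean over ages weighted equally (-7.08), RC-like cells alone (-6.62), a pseudocount of 0.1 CPM (-6.30) and the inclusion of the cluster led by *Crhbp* (-6.08), chosen after seeing the data, lay within these limits. The other alternatives did not for either gene. With the mean distance to both limits as a symmetric error (1.07 and 1.54), only the pseudocount of 0.1 CPM for *Tpm3-rs7* did not differ, and the mean over ages for *Otogl* lay at the edge. The paper's values come from a model that takes cells as replicates, and those here are ratios of means over cells with each genotype as 1 sample.

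The paper describes SCs and MCs as the pair of cell types with the most genes in common. Here the largest pair was IMC-like and SC-like cells at 10 CPM (424 genes), and SC-like and MC-like cells were not the largest under any setting. The paper obtained the 4 cell types from *Slc26a4*+/+ cells alone, where 2 of 4 received a cluster here by their marker scores. A resolution of 1.2 and the marker score, both set before the data were examined, gave all 4 cell types. With the rule on leading genes, chosen for these clusters after seeing the data, 1 was named, and 3 at a resolution of 1.2. The sets of cells may not be the same. The paper's methods describe all *Slc26a4*+/+ cells as used, and all were clustered here without a filter. The shares of cells given with the paper's cluster-defining genes, however, fit 97 cells as the smallest total. The comparison therefore cannot tell a difference in method from a difference in the cells used.

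Of the 41 genes examined that the paper places in a cell type by their function or as markers of its clusters, 39 had their highest mean there, and of 11 further genes that it names as changed in a cell type, all but *Gpx3*. *Gpx3*, named for SCs, was highest in MC-like cells (5736 CPM against 4326 CPM). *Kcnk1*, described as high in SCs, was highest in MC-like cells (725 CPM against 278.6 CPM), and *Car13*, named for SCs, was highest in RC-like cells (380 CPM against 306 CPM). For KCNK1 protein, the paper itself cites earlier staining with high levels in MCs. By mean expression, *Kcnk1* was not highest in SC-like cells under any of 7 alternatives, and *Car13* was without batch 1 only (a log2 difference of 0.42 from the highest other cell type). *Slc26a4*, described as expressed in SCs and RCs only, was also found in the unnamed cluster led by *Crhbp* (334 CPM in *Slc26a4*+/+ cells).

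The paper names genes that changed in *Slc26a4*-/- but not in *Slc26a4*+/- mice. Of these 14 genes, the log2 ratio in *Slc26a4*+/- cells went in the direction of cells labelled *Slc26a4*-/- by 1 or more for *Anxa1* (-1.47), *Rgs5* (-4.16), *Cttnbp2* (-1.35) and *C4b* (-1.24), as ratios without a test in their support. Of the 8 *Slc26a4*+/- pendrin cells, 2 were SC-like, against 23 of the 39 *Slc26a4*+/+ cells, and in SC-like cells alone *Anxa1* was at -0.23 and *Rgs5* at -2.93. Both comparisons share the *Slc26a4*+/+ cells, which alone draws their directions together. The paper gives 22 to 42 days as the age of the mice, and the labels of 6 *Slc26a4*-/- cells give P44.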

Other observations

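No test in this part was chosen only after its result was seen, except where said.

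The genes of Tables S17 and S18 could differ between genotypes because the genotypes were sequenced in different batches. The test set beforehand asked whether the share of genes with the direction of the table stays well above an even split within both batch 2 and batch 4, where both genotypes were sequenced. For Table S18 it did, with 94.04% as the lower of both shares, which argues against the batch as the whole cause. For Table S17 it did not. The share was 54.2% within batch 2 and 88.3% within batch 4, so that by this test batch and genotype cannot be told apart for these genes. An even split is not what unchanged genes would give in batch 2, where 28.4% of all expressed genes were lower in cells labelled *Slc26a4*-/-. Set beside random lists there, the genes listed as higher in *Slc26a4*+/+ (median log2 ratio 0, random 0.45 to 1.93) and those listed as lower (3.58, random 0 to 2.39) lay on the side of the table, as in batch 4, a comparison made only after the shares had been seen. Batch 2 held 3 *Slc26a4*+/+ pendrin cells, in which 77 of the genes were under 1 CPM and could not be seen to be lower in cells labelled *Slc26a4*-/-, and in RC-like cells of batch 4 alone the share was 79.2%. The tables were made from these same cells, which raises all of these shares. Mice, ages and the mixture of SC-like and RC-like cells stay open, as well as the loss of *Slc26a4*.

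In *Slc26a4*+/- cells, 97.8% of the genes of Table S19 were lower than in *Slc26a4*+/+ cells. Fewer genes detected per cell could give such a one-sided list. After thinning to the same depth, however, *Slc26a4*+/- pendrin cells had a median of 4747 genes, against 3678 in the *Slc26a4*+/+ pendrin cells of the same batch, so that they held more genes rather than fewer. The cause of the one-sided list was not found, and with 8 *Slc26a4*+/- cells it rests on few cells. In simulated data of this size, 21.9% of unchanged genes had a log2 ratio of 1 or more in either direction.

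The share of SC-like cells among the pendrin cells could explain less *Anxa1* in cells labelled *Slc26a4*-/-, as it was 9 of 22, against 23 of 39 in *Slc26a4*+/+. In SC-like cells alone the log2 ratio was -2.41, so the share is not the whole cause. *Anxa1* ranged from 1507 to 17531 CPM in the *Slc26a4*+/+ SC-like cells (median 4315) and from 34.3 to 2593 CPM in those labelled *Slc26a4*-/- (median 1060), and 9 of 9 of the latter lay below the *Slc26a4*+/+ median. All 9 were in batch 2, which held 2 *Slc26a4*+/+ SC-like cells, so that batch and genotype cannot be told apart for SC-like cells. The paper reports from stained sections that the intensity of ANXA1 protein in SCs did not change.

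The paper also reports ANXA1 protein in the IMCs of *Slc26a4*-/- mice, and hypothesizes that it is carried there from SCs in exosomes. The mean of *Anxa1* RNA in IMC-like cells was 12.8 CPM in *Slc26a4*+/+, 8.77 CPM in *Slc26a4*+/- and 27.5 CPM in cells labelled *Slc26a4*-/-. Within batch 2 it was 2.93 CPM in *Slc26a4*+/+ cells and 23.7 CPM in cells labelled *Slc26a4*-/-, and within batch 4 3.45 and 34.6 CPM. The paper cites earlier work for a loss of KCNJ10 protein from IMCs. *Kcnj10* RNA in IMC-like cells had a mean of 3373 CPM in *Slc26a4*+/+, 2817 CPM in *Slc26a4*+/- and 3970 CPM in cells labelled *Slc26a4*-/-.

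The shares of cells given for the genes of Tables S2, S3, S4 and S5 fit cell numbers of at least 40 IMCs, 23 SCs, 20 RCs and 14 MCs, which add to 97 cells. Tables S3 and S4 were read without 429 and 799 of their genes.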
